# The genomic region of the 3′ untranslated region (3′UTR) of *PHO84*, rather than the antisense RNA, promotes gene repression

**DOI:** 10.1093/nar/gkad579

**Published:** 2023-07-18

**Authors:** Youssef A Hegazy, Sara C Cloutier, Sagar M Utturkar, Subhadeep Das, Elizabeth J Tran

## Abstract

*PHO84* is a budding yeast gene reported to be negatively regulated by its cognate antisense transcripts both in *cis* and in *trans*. In this study, we performed Transient-transcriptome sequencing (TT-seq) to investigate the correlation of sense/antisense pairs in a *dbp2Δ* strain and found over 700 sense/antisense pairs, including *PHO84*, to be positively correlated, contrasting the prevailing model. To define what mechanism regulates the *PHO84* gene and how this regulation could have been originally attributed to repression by the antisense transcript, we conducted a series of molecular biology and genetics experiments. We now report that the 3′ untranslated region (3′UTR) of *PHO84* plays a repressive role in sense expression, an activity not linked to the antisense transcripts. Moreover, we provide results of a genetic screen for 3′UTR-dependent repression of *PHO84* and show that the vast majority of identified factors are linked to negative regulation. Finally, we show that the *PHO84* promoter and terminator form gene loops which correlate with transcriptional repression, and that the RNA-binding protein, Tho1, increases this looping and the 3′UTR-dependent repression. Our results negate the current model for antisense non-coding transcripts of *PHO84* and suggest that many of these transcripts are byproducts of open chromatin.

## INTRODUCTION

In both prokaryotes and eukaryotes, transcription occurs on both DNA strands (1–4). The messenger RNA (mRNA) of a gene is regarded as the sense transcript while the non-coding transcript produced from the opposite DNA strand is regarded as antisense transcript (1–4). In budding yeast *Saccharomyces cerevisiae*, 65% of DNA sequences on both strands are composed of non-coding sequences (5,6), while 98% of the human genome is composed of non-coding sequences (7,8).

Long non-coding RNAs (lncRNAs) are a major class of non-coding RNAs that are implicated in gene expression regulation. LncRNAs are RNA polymerase II (RNAPII) products that lack an open reading frame and are longer than 200 nucleotides (9,10). LncRNAs undergo post-transcriptional modifications like 5′ capping and 3′ polyadenylation (11). They can also be spliced, giving rise to various isoforms with the potential for alternative functions (11). LncRNAs regulate gene expression through a variety of different mechanisms. Roles of lncRNAs range from epigenetic to transcriptional and post-transcriptional roles (12–14). For example, the lncRNA GClnc1 was found to favor specific histone modifications by binding, modulating, and coordinating the localization of WDR5 (a component of histone methyltransferase complex) and the histone acetyltransferase KAT2A complexes, thus promoting gastric carcinogenesis (12,15). LncRNAs can recruit transcription factors to their target promoters, as in the case of the lncRNA *MALAT1* which recruits the Sp1 transcription factor to the promoter of *LTBP3*. This leads to transcriptional activation of *LTBP3*, a key gene in multiple myeloma, thus promoting disease progression (13,16). LncRNAs modulate alternative splicing of their target genes by directly interacting with splicing factors, hijacking them from binding their pre-mRNA targets (17,18). They can even act as microRNA (miRNA) sponges sequestering miRNAs in the cytoplasm and preventing them from binding their target mRNAs, thus affecting mRNA stability or translation (13,14,19).

LncRNAs are classified into four main categories based on their genomic locations: (i) intergenic, which are transcribed from intergenic regions and are called long intergenic non-coding RNAs (lincRNAs); (ii) intronic, which are transcribed from introns; (iii) antisense, which are transcribed from the complementary strand of the mRNA-coding strand; (iv) bidirectional, which originate from the same promoter region of the mRNA but from the opposite strand going the opposite direction (20).

In this study, we focus on antisense lncRNAs, referred to as antisense transcripts for simplicity. About 30% of human genes express antisense transcripts that are implicated in gene regulation (20,21). In budding yeast, the percentage of genes with overlapping transcription of sense and antisense transcripts is similar to that of the human genes (this study). Non-coding RNAs produced from antisense transcription are generally unstable (22,23). Therefore, studies investigating non-coding RNA roles in budding yeast have been performed in mutants to stabilize those transcripts (3,22–28). This raises the question of whether those observed roles are innate to those transcripts or if they arise as a consequence of deleting genes encoding regulatory factors.

Dbp2 is a major RNA helicase that belongs to DEAD-box protein family (2,29,30). Studies indicate that DEAD-box proteins exhibit diverse biochemical activities *in vitro*, such as RNA duplex unwinding, RNA folding, and RNP remodeling (31–33). Dbp2 has been linked to transcriptional regulation in budding yeast through various mechanisms. It modulates RNA structure and plays a role in transcriptional termination (30,34). It was also reported to function in transcriptional fidelity and to repress aberrant transcription initiation (35). Published studies from our group provided the first evidence that the galactose (*GAL*) gene cluster-associated lncRNAs (*GAL* lncRNAs) function as transcriptional inducers via R-loop formation, an activity regulated by Dbp2 (2). This direct link between Dbp2 and lncRNAs has prompted us to investigate the global role of Dbp2 on sense/antisense correlation.

*PHO84* is one example of the *S. cerevisiae* genes suggested to have a reciprocal expression pattern of its sense and antisense transcripts. The antisense transcripts of *PHO84* are 2 lncRNAs that have been previously reported to suppress the sense transcription of *PHO84* (3,28). The sense transcript of *PHO84* was reported to be repressed upon deletion of the nuclear exosome component *RRP6* and subsequent stabilization of the antisense transcripts of *PHO84 (*3,26–28).

In this study, we revisited the role of the yeast *PHO84* antisense transcripts and found that the model of antisense-mediated repression does not always hold true. Instead, we report that the 3′UTR of *PHO84* constitutes a regulatory element to *PHO84* sense transcript. Additionally, we provided a list of factors that promote the 3′UTR-dependent regulation of *PHO84*. Our results increase our understanding of transcriptional regulatory networks, and shed light on outstanding questions in the field of RNA biology.

## MATERIALS AND METHODS

### Yeast strain construction

Strains were constructed using standard yeast genetics methods. Primers used for making PCR products used for homologous recombination are listed in Table S4. For *PHO84 3′UTRΔ* strain, the *Delitto Perfetto* technique was used as described before (36) to precisely delete the first 100 bp of the 3′UTR. 

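*PHO84* encodes a high-affinity phosphate transporter and is annotated as YML123C on the minus strand of chromosome XIII, with its coding sequence from 24037 to 25800 in the R64 genome build (1764 bp, no intron). The first 100 bp after its TAA stop codon lie from 23937 to 24036, in the 3′UTR and within the 353 bp between *PHO84* and the next gene, *TUB3*, on the same strand. On the *PHO84* strand these 100 bp read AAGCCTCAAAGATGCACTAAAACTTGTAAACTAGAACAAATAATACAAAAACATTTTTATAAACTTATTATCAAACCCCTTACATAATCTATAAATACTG. Their GC content is 25%, against 41.4% for the *PHO84* coding sequence. The longest antisense transcript listed for *PHO84* runs on the plus strand from 23944 to 26104, so that it starts inside this stretch and shares 93 bp with it. It spans the whole coding sequence and ends 304 bp beyond the start codon. Shorter transcripts of the plus strand lie at 24251 to 24714, at 25063 to 25665 and, upstream of *PHO84*, at 25828 to 26686. The R64 annotation also lists an antisense RNA, YNCM0001W, from 23564 to 26578. The 725 bp upstream of the start codon extend from 25801 to 26525 and hold the open reading frame YML122C.

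**Figure D1:**
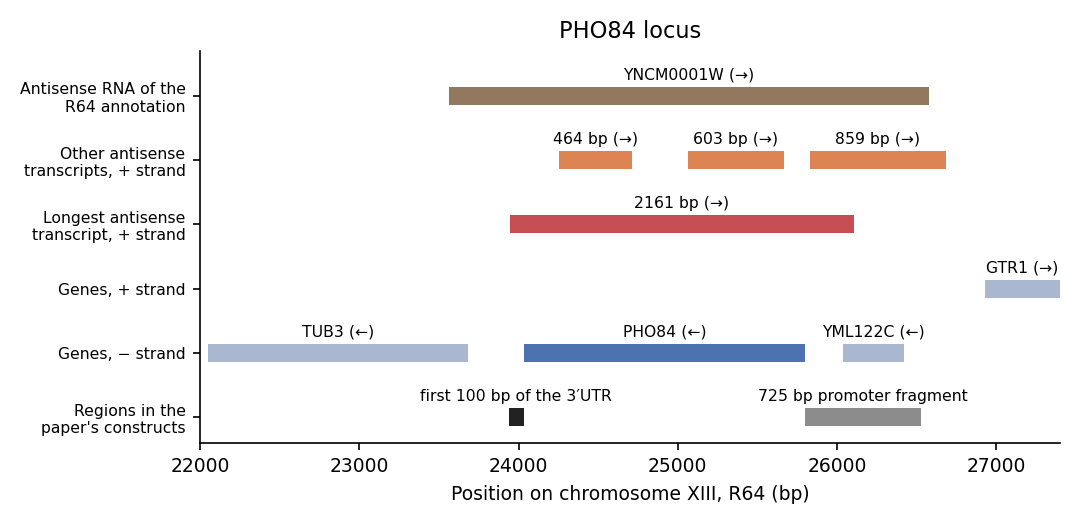
Map of the *PHO84* locus on chromosome XIII, to scale, with position in bp on the x axis and arrows for the direction of transcription. Boxes show annotated genes, antisense transcripts, the annotated antisense RNA, the first 100 bp of the 3′UTR and the 725 bp upstream of the start codon; *GTR1* continues past the right edge. The longest antisense transcript starts at 23944, inside the first 100 bp of the 3′UTR.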

Primers used for *Delitto Perfetto* technique are listed in Table S5. For the Synthetic Genetic Array (SGA) strains used in this study, a strain carrying *hoΔ::AgSTE3pr-hygR* mutation was obtained from Charles Boone lab and was further mutated to carry can1::LEU2 and either *pho84::HIS3* or *pho84::HIS3 3′UTRΔ* mutations. Strain genotypes and oligos used are listed in Tables S2 and S4.

### Plasmids and cloning

The *EGFP* plasmid was constructed by cloning *EGFP* from pYM28 into p415-ADH yeast expression vector using XbaI, XmaI sites. *EGFP-PHO84 3′UTR* plasmid was constructed by first inserting the first 100 bp of the 3′UTR of *PHO84* downstream of *EGFP* in pYM28 using the BamH1 site and then cloning *EGFP-PHO84 3′UTR* into p415-ADH yeast expression vector using XbaI, XmaI sites. To insert the *PHO84* promoter region into the two plasmids described above, 725 bp upstream of the *PHO84* start codon were used to replace the ADH promoter upstream of *EGFP* using SacI, XbaI sites. Plasmid details are listed in Table S3 and primers used are listed in Table S8. For testing the *trans* effect of the lncRNA, site-directed mutagenesis was used to mutate three binding sites of Pho4. Plasmid details are listed in Table S3 and primers used are listed in Table S10.

### Gene ontology (GO) term analysis

GO term analysis was performed using *Saccharomyces* Genome Database (SGD) Gene Ontology Mapper tool (https://www.yeastgenome.org/goSlimMapper). Functional network analysis was performed using the ClueGo plug-in (Version 2.5.7) of the Cytoscape software (Version 3.5.0) on the 27 positive hits mapped to the GO term ‘transcription by RNA polymerase II’ (GO:0006366). ClueGo analysis settings include checking GO biological process, GO molecular function, and KEGG, with network specificity being set to medium and showing only pathways with pV <0.05.

### Serial dilution spot assay

Log phase cultures of *pho84::HIS3* and *pho84::HIS3 3′UTRΔ* reporter strains were serially diluted with sterile water to make five serial dilutions in a 5× increments. 5 μl aliquots were plated on YPD or on a selective medium lacking histidine and having 25 mM 3-amino-1,2,4-triazole (3-AT) which is a known inhibitor of His3 function. Plates were incubated at 30°C until growth was visible.

### Northern blotting

Northern blotting was performed as described previously (37). gDNA was used as PCR templates for northern blotting probes. Probes labeled with ^32^P-dCTP were generated from PCR templates using the Decaprime II kit according to manufacturer's instructions (Invitrogen). RNA samples were run on an agarose-formaldehyde gel and then transferred to a nylon membrane. After hybridization, Northern blots were quantified by densitometry using ImageQuant TL v7.0 (GE). Transcript levels were determined relative to the *SCR1* Control. Primers used for making Northern probes are listed in Table S6.

### Yeast TT-seq:

Yeast strains transformed with an empty URA vector, pRS426, were grown at 30°C in SD-URA + 2% glucose media to an OD_600_ of 0.5. Cultures were then treated with 4-thiouracil at a final concentration of 0.32 mg/ml for 10 min at 30°C. Cultures were fast cooled in a dry ice/ethanol bath before pellets were harvested by centrifugation and stored at −80°C. RNA was extracted using a hot phenol protocol. RNAs were sonicated to an average size of 1 kb in a Covaris sonicator. 4-Thiouracil-containing RNAs were biotin-labeled using EZ-link biotin (Sigma) at a final concentration of 0.2 mg/ml for 2 h at room temperature. Treated RNAs were extracted twice with chloroform and ethanol precipitated. Biotinylated RNAs were enriched using the μMACS Streptavidin kit (Miltenyi) as per manufacturer's instructions. Enriched RNAs were ribodepleted using a Ribominus yeast/bacteria ribodepletion kit (Thermofisher) and size selected using an RNA Clean and Concentrator-5 kit (Zymo Research). Libraries were prepared using the NEBNext Ultra II Directional RNA Library kit (NEB) as per manufacturer's directions. Sequencing was performed on an Illumina NovaSeq (Novogene).

### Analysis of sense versus anti-sense transcription

Coordinates for predicted non-coding transcripts (CUTs, SUTs and XUTs) (22,23), and coding genes (38,39) in *Saccharomyces cerevisiae* were collected. Genes and non-coding transcripts coordinates were converted into Granges (i.e. an efficient format for storing, manipulating, and aggregating genomic locations data) using the R-package GenomicRanges (v1.38.0) (40). The *join_overlap_inner ()* function from R-package Plyranges (v1.6.10) (41) was applied to determine genes and non-coding transcripts that have overlapping coordinates (a total of 2389 features). Data were further filtered to keep the features that are on opposite strands. These correspond to 2376 non-coding transcripts overlapping with 1669 yeast genes. Data were further filtered to keep the longest non-coding transcript per gene (complete table provided as supplementary table S11). Differential expression was determined (treatment versus control) using coordinates for 1669 non-coding transcripts and yeast genes in three independent datasets. For each dataset, the Pearson correlation between log (fold-change) at gene and non-coding transcripts level was determined using the *chart.Correlation ()* function from the R-package PerformanceAnalytics (v2.0.4) (42). The *chart.Correlation ()* function is equipped to calculate the correlation matrix based on Pearson's product-moment correlation coefficient as well as compute the statistical significance of the correlation results (42), followed by correlation visualizations using the R visualization package ggplot2 (v3.4.2).

### Genetic screen

The *pho84::HIS3* and the *pho84::HIS3 3′UTRΔ* reporters were constructed in a SGA-compatible yeast strain (Strain genotypes are listed in Table S2). The SGA *pho84::HIS3* reporter strain was crossed with an ordered array of ∼5000 strains from Yeast GST-tagged ORF collection (Horizon, YSC4423), each carrying a galactose-inducible overexpression plasmid. After mating, diploids were selected and allowed to sporulate. Haploids carrying the *pho84::HIS3* reporter and an overexpression plasmid were then selected using the mating type-specific reporter (*AgSTE3pr-hygR)*, the plasmid marker, and the *HIS3* auxotrophic marker. After several pinning and selection steps, haploids were finally pinned on three different media: −Ura + 2% galactose, −Ura −His + 40 mM 3AT + 2% galactose and −Ura −His + 40 mM 3AT + 2% glucose. Colony sizes were compared and the ones with growth defect on the −Ura −His + 40 mM 3AT + 2% galactose media only were identified as potential hits. The same steps were repeated after crossing the SGA *pho84::HIS3 3′UTRΔ* strain with an array of the potential positive hits identified from the initial screen. The hits with the galactose-specific growth defect that were completely rescued in the second screen were identified as true hits.

### Chromosome conformation capture (3C)

100-ml cultures of wild-type and *PHO84 3′UTRΔ* strains were grown in SC + glu media to an OD_600_ of ∼0.5 and then crosslinked with 1% formaldehyde and harvested. Cultures of wild-type strains harboring overexpression plasmids were grown in −Ura + glu media to an OD_600_ of ∼0.4, then shifted to −Ura + 2% raffinose for 2 h and then to −Ura + 2% galactose for 5 h and then crosslinked with 1% formaldehyde and harvested. Crosslinked chromatin was isolated by first cryolysing yeast cells and washing the resulting powdered lysate twice with 1× FA lysis buffer [50 mM HEPES·KOH, pH 7.5; 140 mM NaCl; 1 mM EDTA; 1% Triton X-100] and the pellet was resuspended in 500 μl 10 mM Tris·HCl, pH 8.0. SDS was added to 50 μl of the lysate at a final concentration of 0.1% and incubated at 65°C for 10 min to solubilize chromatin. Tubes were then placed immediately on ice for 5 min. SDS was quenched by adding Triton X-100 to a final concentration of 1%. Restriction digestion was performed overnight using 5 μl (50 U) of NlaIII (NEB) in 1× rCutSmart buffer (NEB) and then deactivated by heating at 65°C for 20 min with 10 μl of 10% SDS. Tubes were placed immediately on ice for 5 min and Triton X-100 was added to a final concentration of 1%. The mixture was diluted with water to a total volume of 750 μl. An aliquot of 50 μl was used to perform a digestion check and the ligation step was performed on the remaining 700 μl. PCR using convergent primers (primer 4 & 5 listed in Table S9) was performed after RNase A treatment and phenol/chloroform extraction steps. Digestion was confirmed by the absence of a PCR product on an agarose gel. Ligation was performed by overnight incubation at 16°C using 4.5 μl (1800 U) of T4 DNA ligase (NEB) in 1× T4 DNA ligase buffer (NEB). After incubation, 1 μl (1 μg) of DNase-free RNase A (Ambion) was added and incubated at 37°C for 30 min. SDS was added to a final concentration of 0.1% and 5 μl of Proteinase K (≥800 U/ml, Sigma-Aldrich) was added and the mixture was incubated at 65°C overnight to reverse the crosslinking. Samples were phenol extracted, ethanol precipitated and resuspended in 50 μl nuclease-free water. DNA concentration was determined using Nanodrop. PCR using divergent primers was then performed to detect interactions.

### Strand-specific RT-qPCR

As described previously (2). Primers are listed in Table S7.

## RESULTS

### Sense/antisense pairs show positive correlation

The antisense transcripts of *PHO84* have been suggested to silence sense transcription (Figure 1A) (3,26–28). Dbp2, a major DEAD-box RNA helicase in *S. cerevisiae*, was reported to be involved in antisense-dependent gene regulation at the *GAL* gene cluster (2). In this study, we wanted to investigate the effect of *DBP2* on the sense/antisense regulation. More specifically, we wanted to see how the loss of *DBP2* would influence the sense and antisense transcript levels of the genes with overlapping transcription. Transient-transcriptome sequencing (TT-seq), a technique that allows for detection of nascent transcripts (43), was performed in wild-type and *dbp2Δ* strains. This technique has not been previously employed to study the transcriptional impact of antisense RNA. 

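*DBP2* had 10976, 11136 and 11213 counts in the 3 wild-type libraries and 0, 0 and 2 in the 3 *dbp2Δ* libraries, each made from a separate biological replicate. TT-seq reads RNA made during a short pulse, here 10 min of 4-thiouracil (named 4-sU in part of the sample labels) at 0.32 mg/ml in cultures at 30°C with 2% glucose and an OD600 of 0.5. The strains also differ outside *DBP2*: Table S2 gives the wild-type as *MATa met15Δ0* and the *dbp2Δ* strain as *MATα MET LYS TRP1*. *MET17* (the *MET15* gene), which encodes an enzyme of sulfide assimilation, had 0 counts in every wild-type library and 1505 to 2030 in *dbp2Δ*. *LYS2*, an enzyme of lysine synthesis, had 1, 0 and 1 counts in wild-type and 4477 to 5894 in *dbp2Δ*, although Table S2 lists no *lys2* allele for the wild-type. Every difference described between the strains is therefore one between these backgrounds as well as between *DBP2* and its deletion. The gene counts of wild-type replicates 1, 2 and 3 summed to 11177517, 12337296 and 13134963, and those of *dbp2Δ* to 6968216, 7424165 and 8659542.

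The authors counted reads per gene and per predicted non-coding transcript, and the deposited values are raw counts. The submitters' processing notes name featureCounts and genome build R64, and the libraries came from a directional kit. The strand setting of the counting is not given in the sources used here, so that counts of a gene and its antisense transcript cannot be taken as separate. From there, genes with low counts were removed by filterByExpr, libraries were scaled by TMM, and strains were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Antisense counts were scaled by the effective library sizes of the gene counts. Across genes, wild-type libraries correlated at r of 0.957 to 0.982 in log2 CPM and *dbp2Δ* libraries at 0.992 for every pair, with biological coefficients of variation of 26.5% and 9.67%. Wild-type replicate 3 stood apart: 42 of 5431 genes with a mean normalized wild-type count of at least 50 were at least 4 times higher in it than in the mean of the other two, and 15 were at least 4 times lower. No pair of libraries was alike within counting noise (chi-square over degrees of freedom of 11.0 or more).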

For TT-seq, cultures were treated with 4-thiouracil for a short period of time and nascent transcripts that incorporate the 4-thiouracil were then enriched and sequenced. 

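The antisense transcripts counted opposite genes are cryptic unstable transcripts (CUTs), stable unannotated transcripts (SUTs) and Xrn1-sensitive transcripts (XUTs). The deposited antisense counts hold 2169 distinct transcripts in 2376 combinations with genes on the opposite strand. When the longest was kept for each gene, 947 genes were paired with a XUT, 445 with a CUT and 275 with a SUT, while 2 had no class in the copy of Table S11A used, which holds 1667 of the 1669 pairs. The paired transcripts were 741 bp long in the median (41 to 5195 bp). They overlapped the gene by 451 bp in the median (quartiles 252 and 812 bp) and covered 51.0% of it. In 343 pairs, *PHO84* among them, the gene lay wholly within the antisense transcript. In 347 pairs the transcript lay wholly within the gene, and in 126 pairs less than 10% of it did. Because 147 transcripts were paired with more than 1 gene (at most 3), the pairs are not all independent. The *PHO84* transcript is a CUT of 2161 bp, of which 81.6% lies within the gene.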

We identified 1669 gene loci showing overlapping sense and antisense transcripts (Figure 1B–D). We then performed differential gene expression analysis (DE) between wild-type and *dbp2Δ* strains for sense and antisense transcripts. 

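Of the 5943 genes tested, 2497 (42.0%) changed in *dbp2Δ* at an adjusted p under 0.05 from edgeR, 1166 of them higher and 1331 lower. Which direction held more genes depended on the scaling: 1305 were higher and 1074 lower with library size only, and 1347 and 1146 with upper quartile scaling. Among the largest rises were *PUT4*, a proline permease (log2 fold change 5.40, standard error 0.33, adjusted p = 8.7e-05 from edgeR), *DAK2*, a dihydroxyacetone kinase (5.17), and *PIR3*, a cell wall protein (5.00). *NCA3* rose from 465 ± 59.3 normalized counts (SD, n = 3) to 11149 ± 1129 (SD, n = 3), a log2 fold change of 4.58 (standard error 0.18, adjusted p = 8.2e-06 from edgeR). *HMRA1*, annotated as the silent copy of the **a**1 gene, had 358 to 545 counts in wild-type and 0 in *dbp2Δ*, at least 283-fold lower when 3 counts over the 3 libraries are taken as the floor. The wild-type is *MATa* and the *dbp2Δ* strain *MATα*, so this difference follows the mating types. The counts cannot be assigned to the silent copy. *SCR1*, the RNA of the signal recognition particle, fell by 1.91 on the log2 scale (adjusted p = 0.00096 from edgeR).

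Of the genes discussed in the paper, *PHO4*, the transcription factor of the phosphate response, fell by 0.94 on the log2 scale (adjusted p = 0.0039 from edgeR) and *THO1* by 0.88 (adjusted p = 0.0022 from edgeR). *XRN1* (-0.39), *RRP6* (0.01), *HDA1* (0.07) and *HIR2* (0.09) did not pass the test, although *XRN1* did without wild-type replicate 3 (-0.52, adjusted p = 0.0045 from edgeR). In the *GAL* cluster, *GAL10* (0.71, adjusted p = 0.12 from edgeR) and *GAL7* (-0.19, adjusted p = 0.60 from edgeR) did not pass. *GAL1* rose by 0.65 (adjusted p = 0.044 from edgeR), a call lost without wild-type replicate 1 or 2 or without *dbp2Δ* replicate 2 or 3 (adjusted p = 0.072 to 0.15 from edgeR). The rDNA spacer *ETS1-2* was called higher because of *dbp2Δ* replicate 3: the log2 fold change was 6.46 with it and 0.91 (adjusted p = 0.17 from edgeR) without it.

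The strains' libraries did not overlap for 3305 genes (55.6% of those tested, against 10% by chance). The count of changed genes fell to 1503, 1430 and 1549 without *dbp2Δ* replicates 1, 2 and 3 in turn.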

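Of 17 gene lists set up beforehand, camera called 8 in *dbp2Δ* with its preset correlation and 3 with an estimated one, the **a**-specific, α-specific and strain marker genes. All 7 **a**-specific genes fell, among them *STE2*, the receptor for α-factor (log2 fold change -5.79, standard error 0.18, adjusted p = 4.4e-06 from edgeR), and *BAR1*, the protease that degrades it (-6.04). All 4 α-specific genes rose, led by *MF(ALPHA)1*, which encodes α-factor (10.64, and 11.72 without wild-type replicate 3). Both lists follow the mating types of the strains (camera adjusted p = 4.7e-32 and 1.2e-18; 0.034 each with an estimated correlation).

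Of 20 stress response genes, 11 fell, 3 rose (5 without wild-type replicate 3) and 6 did not pass. The chaperone gene *HSP82* went from 42095 ± 26282 normalized counts (SD, n = 3) to 2408 ± 351 (SD, n = 3), a log2 fold change of -4.13 (standard error 0.56, adjusted p = 0.0020 from edgeR). *HSP12* rose instead (4.60, and 6.74 without wild-type replicate 3). Of 18 genes of glycolysis, 9 fell and 9 did not pass. The number that fell was 6 without *dbp2Δ* replicate 1, 2 or 3, and 12, 7 and 10 without wild-type replicates 1, 2 and 3. *GLK1*, a glucokinase, fell by 2.66 and *PGK1*, phosphoglycerate kinase, by 1.92 on the log2 scale. *GLK1* had 1512 normalized counts in wild-type replicate 1, against 5473 and 6217 in replicates 2 and 3. Of 10 histone genes, 8 fell, such as *HHF2* (-0.79), for histone H4, and 2 did not pass (5, 4 and 3 fell without *dbp2Δ* replicates 1, 2 and 3, and 5 without wild-type replicate 2). Of 138 genes of cytosolic ribosomal proteins, 27 rose, such as *RPL16A* (1.25) and *RPL8B* (1.24), and none fell; 7 rose when adjusted over the list alone. The share that rose, 19.6%, is that of all genes tested (19.6%). The count depends on the libraries: without wild-type replicate 3 131 rose, 16 and 8 without wild-type replicates 1 and 2, and 7, 8 and 10 without *dbp2Δ* replicates 1, 2 and 3, while DESeq2 called 44 over all libraries. Of 10 genes of meiosis and sporulation, 6 rose, led by *REC8* (2.78, and 3.60 without wild-type replicate 3), but only 2 and 3 without *dbp2Δ* replicates 1 and 2. Adjusted over the list alone, 5 stress genes rose and 11 fell, 10 glycolysis genes fell, and the histone, meiosis and mating-type counts were as given. Camera called these 5 lists with its preset correlation (adjusted p = 0.018, 0.010, 0.016, 7.2e-06 and 0.046, in the order given) and none of them with an estimated correlation (adjusted p = 0.67 to 0.75). The meiosis call was also lost without wild-type replicate 1 (adjusted p = 0.12), wild-type replicate 2 (0.057) or *dbp2Δ* replicate 2 (0.056).

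Sulfur and methionine metabolism (11 of 20 lower, 1 higher; 13 and 1 when adjusted over the list alone) held *STR3* (-2.63) and *SAM2* (-1.76), while its 1 higher member was *MET17*; 6, 5 and 6 were lower without *dbp2Δ* replicates 1, 2 and 3, and 7 without wild-type replicate 2. Of 17 genes of the PHO regulon, which responds to phosphate starvation, 9 fell and 2 rose (9 and 3 when adjusted over the list alone). Among these were *PHO8*, a vacuolar phosphatase (-1.33), and *GIT1* (1.48). In the PHO regulon 6, 7 and 7 fell without *dbp2Δ* replicates 1, 2 and 3, and 10, 8 and 10 without wild-type replicates 1, 2 and 3. Camera called neither list with strain as the only factor (adjusted p = 0.058 and 0.098; 0.75 and 0.67 with an estimated correlation), and both without wild-type replicate 3 (adjusted p = 2.9e-09 and 0.0045). It called sulfur metabolism also with the replicate number as a block (adjusted p = 0.037) and without *dbp2Δ* replicate 3 (adjusted p = 0.044). Within wild-type, replicate 3 itself lay above the mean of replicates 1 and 2 for the ribosomal protein genes (median log2 ratio 0.94), meiosis and sporulation (0.89), α-specific (1.04) and **a**-specific genes (0.72), and below it for sulfur metabolism (-1.14).

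**Figure D2:**
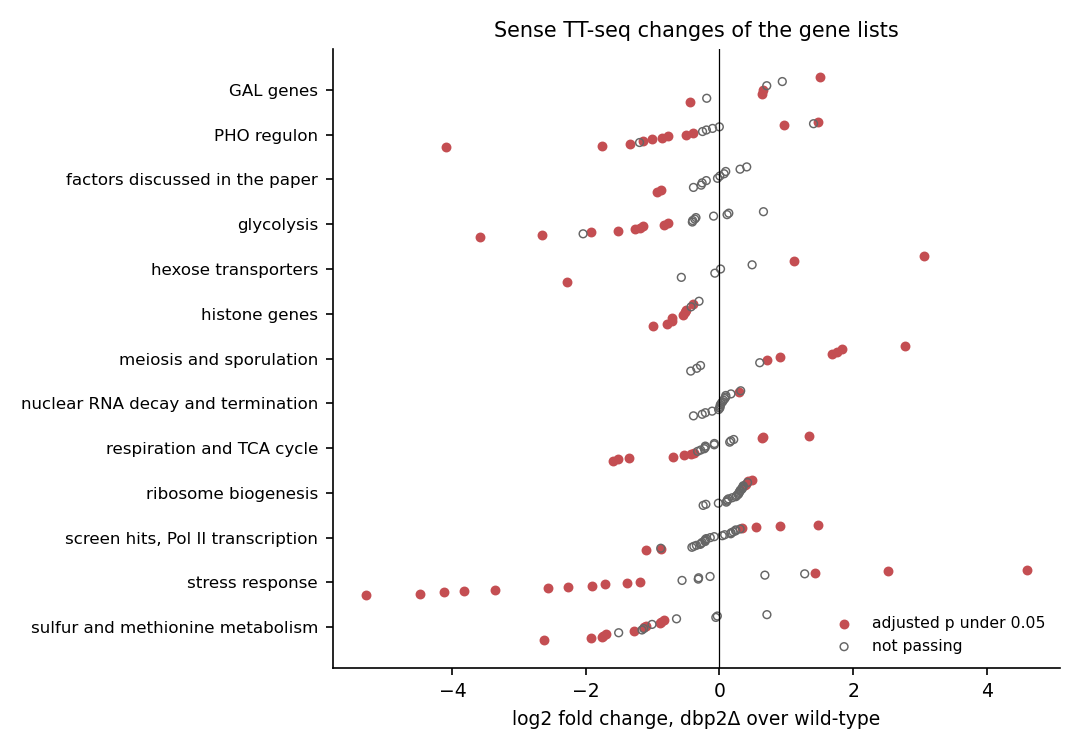
Log2 fold change of sense counts (*dbp2Δ* over wild-type, x axis) for the members of 13 gene lists (y axis), one point per gene, filled at an adjusted p under 0.05 and open otherwise. The mating-type, strain marker and ribosomal protein lists and *MET17*, which has 0 wild-type counts, are left out. Points of the histone list all lie below 0, while the stress response runs from -5.30 for *HSP30* to 4.60 for *HSP12*. *HSP30* had 284 normalized counts in wild-type replicate 1, against 7489 and 5757 in replicates 2 and 3.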

Interestingly, we found a strong positive correlation between sense and antisense transcript levels with a correlation coefficient of 0.92 (Figure 1B). 

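Over the 1075 pairs whose gene passed an adjusted p under 0.25, the log2 fold changes of gene and antisense transcript correlated at r = 0.878 (bootstrap standard error 0.015) and at a Spearman's rho of 0.883. The permutation p was 1e-05 for both, the smallest that 100000 two-sided resamples can give, and genes are not independent replicates. Of the 884 pairs past 0.25 on both strands, 857 (96.9%) changed in the same direction, 422 of them higher and 435 lower in *dbp2Δ*, and 27 in opposite directions (exact binomial p = 3.5e-215, with pairs taken as independent). Neither test allows for reads of a gene that may also be counted in its antisense transcript. Such reads would by themselves make both counts change together, so that neither p-value measures separate changes of 2 strands. The relation was strongest for antisense transcripts that lie over 90% within the gene (r = 0.927, 362 pairs) and weakest where under 10% does (r = 0.557, standard error 0.135, 75 pairs). In the latter class 42 of 52 pairs past 0.25 on both strands went the same way (80.8%). By class of transcript, r was 0.924 for CUTs (273 pairs), 0.868 for SUTs (168 pairs) and 0.866 for XUTs (632 pairs). All 12 correlations of this family had an adjusted permutation p of 1e-05.

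Libraries of one strain, which share a genotype, were compared in the same way. The log2 ratios of 2 wild-type libraries on the sense and antisense strands correlated at r of 0.867 to 0.876 over 1426 pairs, and those of 2 *dbp2Δ* libraries at 0.696 to 0.703. In the 310 pairs tested whose gene lies wholly within the antisense transcript, taking the sense counts away from the antisense counts, a step chosen after seeing the data, left an r of 0.336 (standard error 0.110, rho 0.209, permutation p = 1e-05 and 0.00020).

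**Figure D3:**
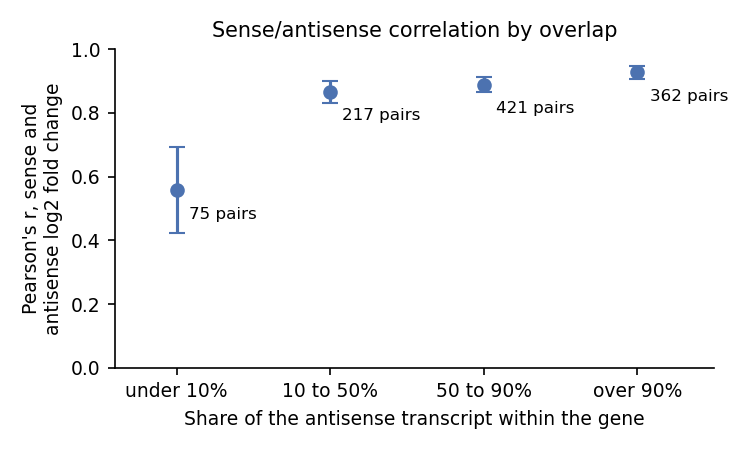
Pearson's r between sense and antisense log2 fold changes (y axis) by the share of the antisense transcript that lies within the gene (x axis). Points are r over the pairs given beside them, and bars are the bootstrap standard error; r is 0.557 under 10% and 0.927 over 90%.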

Surprisingly, *PHO84* also showed a sense/antisense positive correlation (Figure 1B), which directly contradicts the current model for antisense-mediated repression of *PHO84* (3,26–28). 

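*PHO84* sense counts were lower in *dbp2Δ*, and its antisense counts were lower on average without passing the test. Sense counts were 1582 ± 1248 (SD, n = 3) in wild-type and 93.0 ± 19.5 (SD, n = 3) in *dbp2Δ* after TMM normalization, a log2 fold change of -4.09 (standard error 0.87, adjusted p = 0.0090 from edgeR). Every wild-type library lay above every *dbp2Δ* library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The wild-type spread came from replicate 3, which had 182 normalized counts against 2580 and 1982 in replicates 1 and 2, and the log2 fold change was -4.62 without it. Antisense counts of the 2161-bp transcript were 2038 ± 1220 (SD, n = 3) and 1044 ± 81.1 (SD, n = 3), a log2 fold change of -0.96 (standard error 0.45, adjusted p = 0.12 from edgeR; exact permutation test, two-sided p = 0.4). Without wild-type replicate 3 it was -1.38 (adjusted p = 0.00028 from edgeR). The antisense to sense ratio rose by 2.84 on the log2 scale (standard error 0.54, adjusted p = 0.023 from edgeR's interaction test), a call that held in only 1 of the 6 fits with a library left out, the fit without wild-type replicate 3.

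Antisense counts less sense counts, a difference taken after seeing the data, were 456 ± 56.1 (SD, n = 3) in wild-type and 951 ± 89.997 (SD, n = 3) in *dbp2Δ*, a log2 fold change of 1.06 (standard error 0.15, adjusted p = 0.0012 from edgeR; exact permutation test, two-sided p = 0.1). The direction of the antisense change thus depends on whether sense reads are among the antisense counts, which the sources used here do not state. Antisense counts were low with the sense counts in wild-type replicate 3 (684 normalized, against 3052 and 2376). The difference was not (502, against 472 and 394). In 313 of 314 pairs whose gene lies wholly within the transcript, antisense counts were at least as high as sense counts in all 6 libraries. These values argue against separate counts in such pairs. The paper states that *PHO84* too has a positive sense/antisense correlation and that this contradicts the model of repression by its antisense transcripts.

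**Figure D4:**
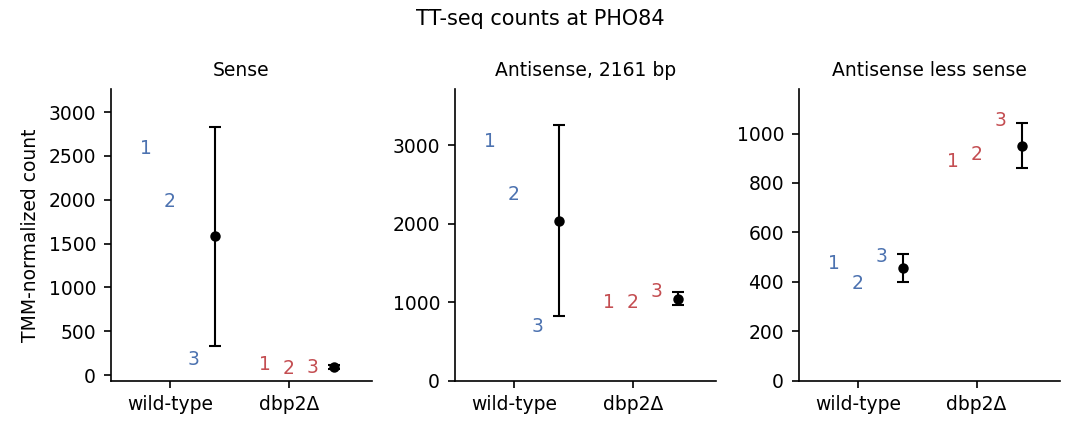
TMM-normalized TT-seq counts at *PHO84* (y axis) by strain (x axis) for the sense strand, the 2161-bp antisense transcript and the antisense counts less the sense counts, each panel with its own scale. Digits are the replicates, points with bars are mean ± SD (n = 3). Wild-type replicate 3 lies at 182 in the sense panel, far below replicates 1 and 2.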

To determine whether this observation is also observed at steady-state RNA levels, we re-analyzed our prior published *dbp2Δ* RNA-seq dataset (30). Consistent with the TT-seq, we saw a positive correlation in sense/antisense steady-state RNA levels (Figure 1C). This was again true for *PHO84* (Figure 1C).

**Figure 1.**
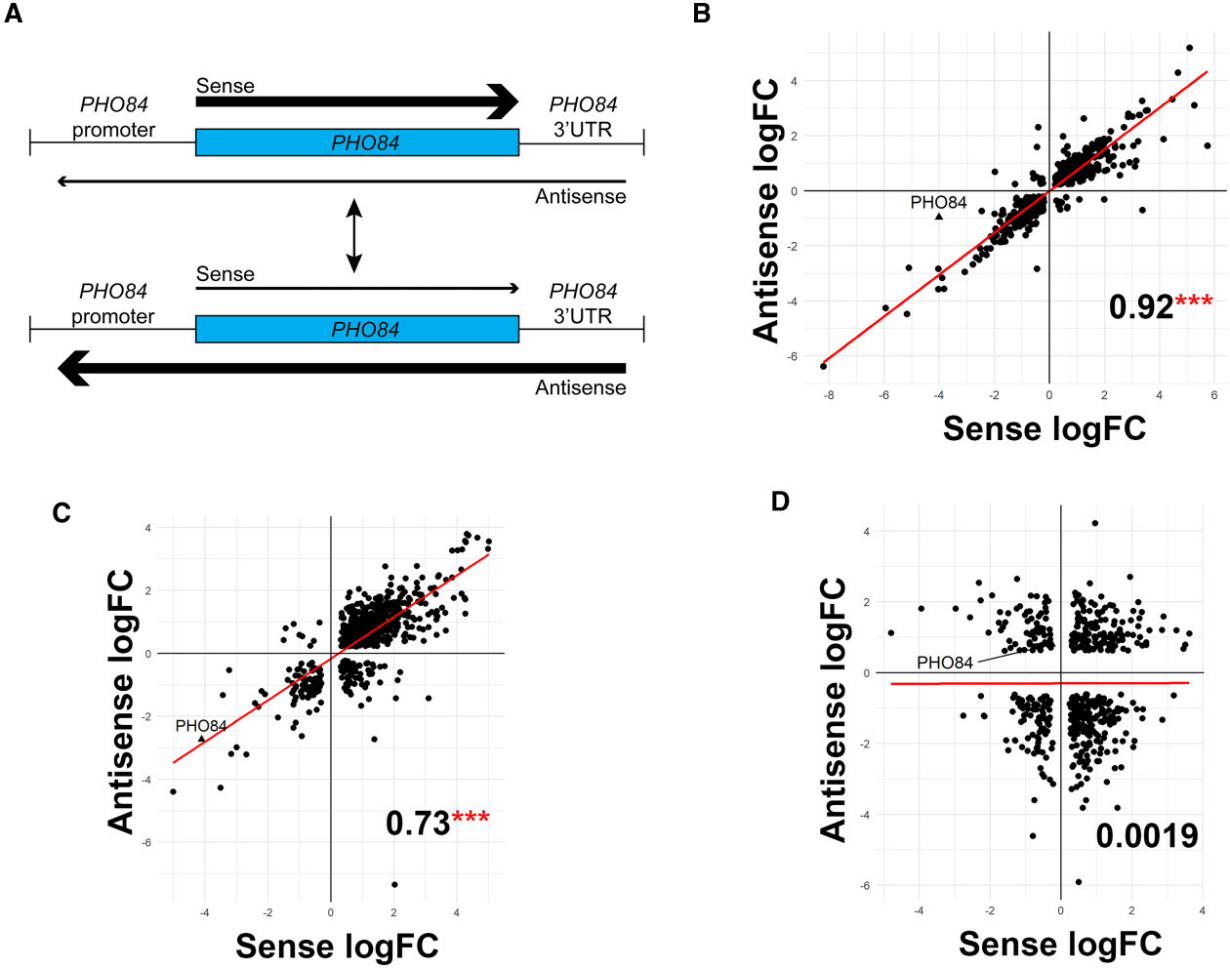
Sense/antisense show positive correlation in wild-type vs. *dbp2Δ* strains. (**A**) Schematic representation of the previously suggested model of sense/antisense negative correlation (3,26–28). (**B**) Correlation plot showing positive correlation between sense and antisense transcription in *dbp2Δ* compared to wild-type. Transient transcriptome sequencing (TT-seq) was performed using three biological replicates of each of *dbp2Δ* and wild-type strains. Genes and non-coding transcripts with overlapping coordinates and located on opposite strands were determined using R-packages. Differential expression analysis was performed on 1669 genes identified as having overlapping sense/antisense transcription. Sense/antisense correlation for the regions that are significant at FDR < 0.25 at gene level is shown. The correlation coefficient and statistical significance denoted by asterisks (*** equivalent to *P*-value < 0.001) are shown in the bottom right quadrant of the plot. (**C**) Correlation plot showing positive correlation between sense and antisense RNA steady-state levels in *dbp2Δ* compared to wild-type. RNA-seq data was obtained from a prior study (30). Differential expression analysis was performed as above. Sense/antisense correlation for the regions that are significant at FDR <0.25 at gene levels is shown. The correlation coefficient and statistical significance denoted by asterisks (*** equivalent to p-value < 0.001) are shown in the bottom right quadrant of the plot. (**D**) Correlation plot showing no correlation between sense and antisense differential expression in *xrn1Δ* compared to wild-type. RNA-seq data was obtained from a prior study (23). Differential expression analysis was performed as above. Sense/antisense correlation for the regions that are significant at FDR <0.25 at gene level are shown. The correlation coefficient is shown in the bottom right quadrant of the plot (no asterisks means non-significant).

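Of the 1513 antisense transcripts tested, 658 changed in *dbp2Δ* at an adjusted p under 0.05 from edgeR, 340 higher and 318 lower, and of the 1576 paired genes tested 715 changed. The balance of antisense transcripts depended on the setting, with 390 higher and 257 lower with library size only, 376 and 259 with upper quartile scaling, 331 and 339 when scaled on their own, and 337 and 349 without wild-type replicate 1. Counts of both strands rose at *NRG1*, a repressor of glucose-repressed genes (sense 4.37, antisense 3.25 on the log2 scale). They also rose at *MDH2*, cytosolic malate dehydrogenase (3.26 and 3.19, the latter 3.89 without wild-type replicate 2). *NRG1* lies wholly within its transcript and averaged 2286 sense and 2729 antisense normalized counts in *dbp2Δ*. The *MDH2* transcript lies 31.0% within the gene, so that antisense counts at both may hold reads of the gene. Counts of both strands fell at *BAR1* (antisense -4.33, standard error 0.20, adjusted p = 2.1e-05 from edgeR) and at *HSP30* (antisense -4.61, standard error 0.94). Their transcripts lie 72.5% and 96.1% within the gene, so that these antisense counts may hold reads of the gene. *BAR1* is also **a**-specific and follows the mating types of the strains. *HSP30* had 284 sense and 323 antisense normalized counts in wild-type replicate 1. In replicates 2 and 3 it had 7489 and 5757 sense and 7113 and 5372 antisense counts, so that the size of its fall rests on these. Only 4 of 532 pairs past 0.05 on both strands went opposite ways: *EAF3*, *GYP5*, *MLH2* and *YJU3*, whose transcripts lie 0.673% to 11.1% within the gene. Each of these calls on at least 1 strand was lost when single libraries were left out.

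The ratio of antisense to sense counts changed in 225 of 1576 pairs, 115 higher and 110 lower. With antisense counts scaled on their own, 98 were higher and 126 lower. The ratio was tested as the interaction of strand and strain in 1 edgeR model over 12 columns. This model takes the counts of the 2 strands as separate. Where reads of a gene are also counted in its antisense transcript, sizes and p-values of the ratio are not those of separate strands. The ratio rose at *RAD17*, a DNA damage checkpoint gene (2.05, standard error 0.08, adjusted p = 0.00016 from edgeR). Antisense counts there rose by 1.51 and sense counts did not pass (-0.54). A rise of 2.63 was found at *APE1*, a vacuolar aminopeptidase. Sense counts of *APE1* fell by 2.53 on the log2 scale (-1.90 without wild-type replicate 3) and antisense counts did not pass (0.19). *RAD17* lies 98.8% within its transcript, and the transcripts of *APE1* and *STL1* lie 91.8% and 93.7% within the gene. Antisense counts there may hold reads of the gene, and their changes may not be those of the antisense strand. The ratio fell at *STL1*, a glycerol transporter (-4.06), whose sense counts rose by 5.66 and antisense counts by 1.58. The size of the sense change and of the ratio rests on only 3, 3 and 6 raw sense counts in wild-type. It also fell at *SNL1* (-4.37), whose transcript is the 1569-bp SUT that spans part of *BAR1* as well. Without *dbp2Δ* replicate 1, 2 or 3 or wild-type replicate 2, 107, 132, 109 and 123 ratios were called, and 410, 416 and 400 antisense transcripts without *dbp2Δ* replicates 1, 2 and 3.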

The *PHO84* antisense transcripts have been proposed to function *in trans*, so we asked if deleting the cytoplasmic decay factor, *XRN1* would influence sense/antisense correlation. Xrn1 is a 5′-3′ RNA exonuclease that is known to regulate a class of non-coding RNAs termed XUTs, and loss of *XRN1* has been suggested to enhance antisense-mediated repression (23,44). Thus, we re-analyzed publicly available RNA-seq data of *xrn1Δ* strains (23). Interestingly, this data showed no global correlation between sense and antisense RNA levels with a correlation coefficient of 0.00 (Figure 1D). Since we see different correlation patterns in different strains, this suggests that it is not the antisense transcripts that regulate the sense transcription, but rather the protein factors that play roles in the regulation of this locus. It is also possible that Xrn1-degraded RNAs that become stable after Xrn1 deletion play a role opposite to that of non-Xrn1-dependent ones.

### 3′UTR deletion of the *PHO84* sense transcript leads to increased sense expression at the *PHO84* locus

The observation of sense/antisense positive correlation at the *PHO84* gene locus in the *dbp2Δ* strain prompted us to study the regulation of *PHO84* more closely. *PHO84* has been cited as a well-studied example of a gene that is repressed by its cognate antisense transcripts (3,26–28). However, our data showing positive correlation of sense/antisense transcripts suggests that the model of antisense-mediated repression of *PHO84* is not correct. To pinpoint the effect of the antisense transcripts of *PHO84* on sense expression, we deleted 100 bp downstream of the *PHO84* stop codon using the *Delitto Perfetto* technique to remove the previously published *PHO84* antisense promoter site (3) (Figure 2A). We then performed strand-specific reverse transcription qPCR (ssRT-qPCR) for sense and antisense transcripts of *PHO84* in wild-type and *PHO84 3′UTRΔ* strains. Surprisingly, we found that the deletion of the *PHO84* 3′UTR led to a significant 2-fold increase in the sense transcript level without affecting the antisense transcript levels (Figure 2B, C). This suggests that elements within the 3′UTR of *PHO84* are responsible for repression, rather than the antisense transcripts. It also suggests that the promoter of the antisense lncRNA is mis-annotated in the previous study (3).

**Figure 2.**
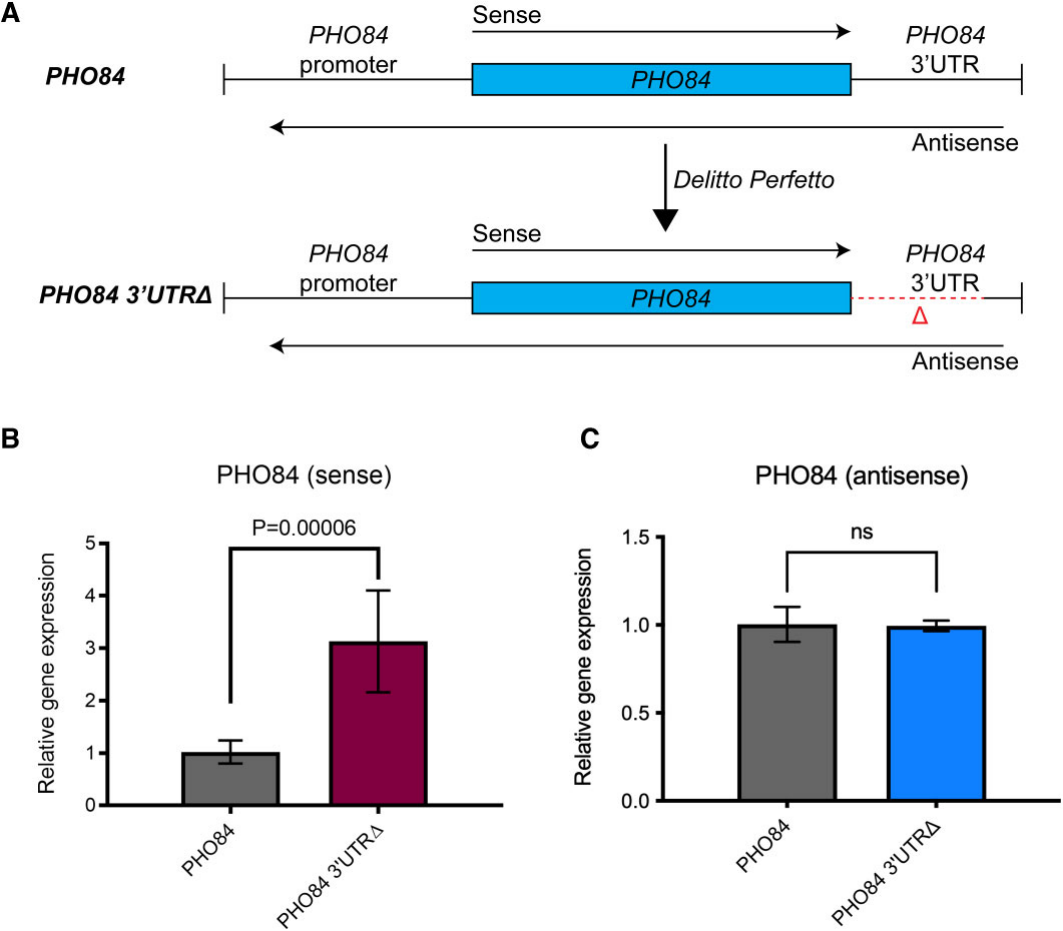
*PHO84* 3′UTR deletion leads to increased sense transcript levels.**(A**) Schematic representation of the wild-type *PHO84* and *PHO84 3′UTRΔ* endogenously-encoded genes. The 3′UTR deletion was constructed by the *Delitto Perfetto* technique (36). (B, C) Strand-specific RT-qPCR (ssRT-qPCR) showing the effect of deletion of the *PHO84* 3′UTR on the sense (**B**) and the antisense transcript levels (**C**). RNA was prepared from 3–8 biological replicates of wild-type *PHO84* and *PHO84 3′UTRΔ* strains grown in SC + glu medium. SsRT-qPCR was conducted to determine the RNA levels of sense and antisense *PHO84*. *ACT1* was used as an internal control. A two-tailed *P* value was calculated using an unpaired *t*-test using GraphPad Prism 9. Error bars represent the standard deviation (s.d.), while *ns* denotes no significance (*P* value > 0.05).

### SGA screen identified factors promoting 3′UTR-dependent repression in *pho84::HIS3* reporter

To understand how 3′UTR-dependent *PHO84* gene regulation occurs, we constructed a reporter strain for *PHO84* similar to that used in a prior study (28). To this end, we replaced the open reading frame (ORF) of *PHO84* with the open reading frame of the auxotrophic marker *HIS3* (Figure 3A). We also constructed another reporter strain with the first 100 bp of the 3′UTR deleted. When *HIS3* is expressed, cells can synthesize histidine and, therefore, can grow on a media lacking histidine. To confirm the functionality of the reporter, a serial dilution spot assay was performed using the *pho84::HIS3* and the *pho84::HIS3 3′UTRΔ* strains (Figure 3B). This resulted in a weak growth of the *pho84::HIS3* strain on a media lacking histidine and having 3-amino-1,2,4-triazole (3-AT), which is a known inhibitor of His3 function (45). The deletion of the 3′UTR rescued the growth defect seen in the *pho84::HIS3* strain, which confirms the observation that the 3′UTR is repressive to *PHO84*. We then performed ssRT-qPCR and found that the deletion of the *PHO84* 3′UTR leads to a 2-fold increase in the sense transcript level of the *pho84::HIS3* reporter with no significant effect on the antisense transcript levels (Figure 3C, D). To further confirm that *HIS3* expression in the *pho84::HIS3 3′UTRΔ* strain is higher than that of the *pho84::HIS3* strain, a Northern blot was performed. This showed a ∼2-fold increase in *pho84::HIS3* transcript levels upon the deletion of the 3′UTR (Figure 3E, F).

**Figure 3.**
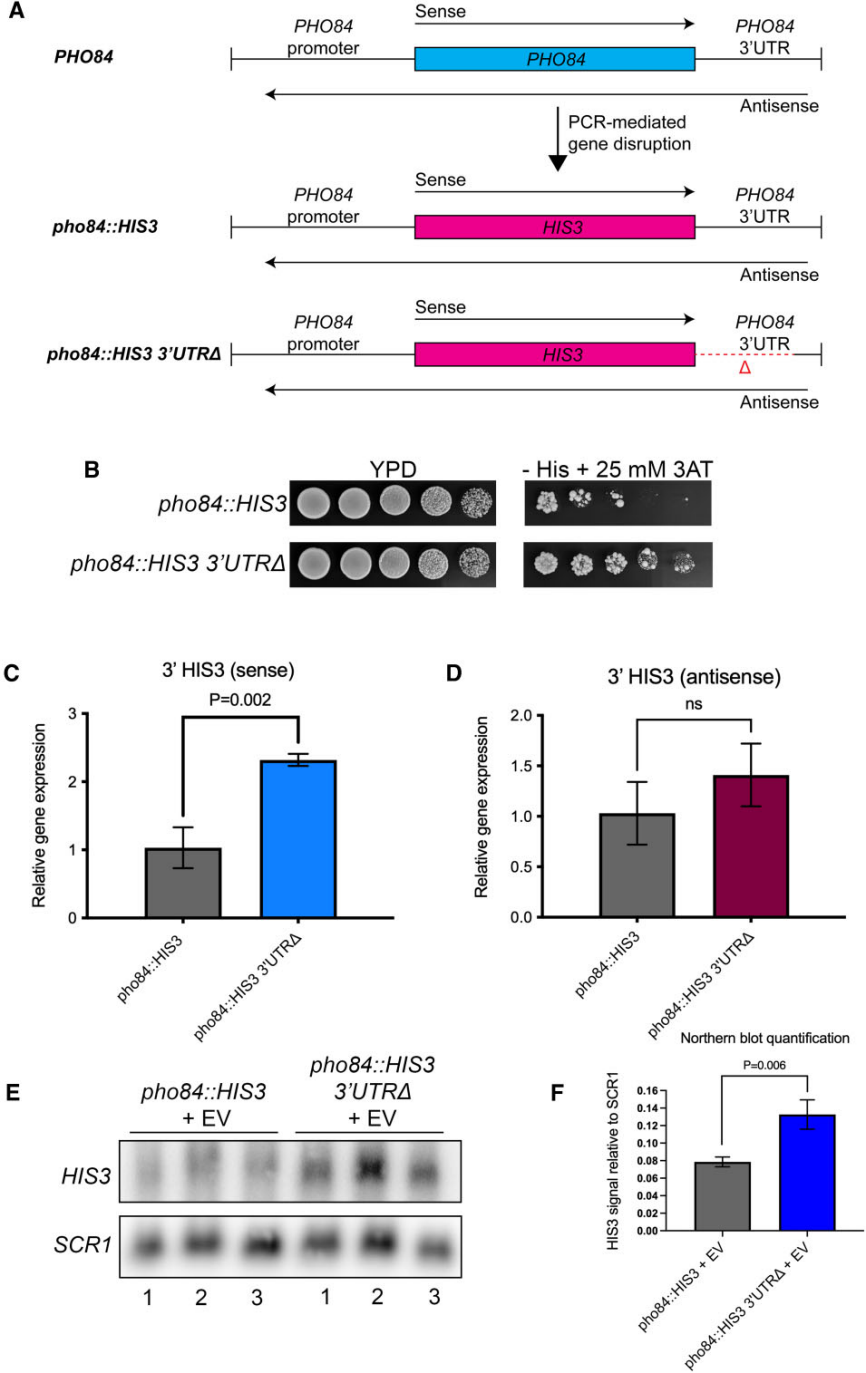
Deletion of the 3′UTR in a *pho84*::*HIS3* reporter leads to increased sense transcript levels.(**A**) Schematic representation of two *pho84::HIS3* reporter strains constructed by replacing the *PHO84* ORF with the *HIS3* ORF using PCR-mediated gene disruption. The deletion of the 3′UTR was constructed by PCR-mediated gene disruption. (**B**) Serial dilution spot assay showing the effect of deleting the 3′UTR of *PHO84* on the growth of *pho84::HIS3* strain on YPD and on selective medium lacking histidine and containing 3-amino-1,2,4-triazole (3-AT). (C, D**)** SsRT-qPCR showing the effect of deletion of the *PHO84* 3′UTR in the *pho84::HIS3* reporter locus on sense (**C**) and antisense transcript levels (**D**).(C, D) RNA was prepared from three biological replicates of each of *pho84::HIS3* and *pho84::HIS3 3′UTRΔ* strains grown in SC + glu medium. SsRT-qPCR was conducted to determine the RNA levels of sense and antisense *pho84::HIS3*. *ACT1* was used as an internal control. A two-tailed *P* value was calculated using an unpaired t-test using GraphPad Prism 9. Error bars represent the s.d. and *ns* denotes no significance (*P* value > 0.05). (E, F) Northern blot of *HIS3* expressed in *pho84::HIS3* and *pho84::HIS3 3′UTRΔ* carrying an empty vector (EV), pRS426 (**E**). Three biological replicates of cultures were grown in a –Ura + glu medium, shifted to –Ura + 2% raffinose for 2 hours, then shifted to –Ura + 2% galactose for 5 hours before harvesting. RNA was prepared and Northern blot was performed. *HIS3* and *SCR1* bands were quantified by densitometry using ImageQuant TL v7.0 (GE) and the intensity of *HIS3* bands relative to those of the loading control, *SCR1*, was plotted (**F**). A two-tailed *P* value was calculated using an unpaired *t*-test using GraphPad Prism 9. Error bars represent the s.d.

Next, we constructed a plasmid that allows for ectopic expression of the antisense transcripts. A plasmid carrying the *pho84::HIS3* reporter was constructed and the three binding sites of the transcription factor Pho4 were mutated using site-directed mutagenesis to knockout sense transcription from the plasmid (primers listed in Table S10). A serial dilution spot assay (Figure S1) showed that the deletion of the 3′UTR rescues the growth of the *pho84::HIS3* reporter strain on a media lacking histidine, as we showed earlier. The deletion of the nuclear exosome component *RRP6* led to suppression of the sense transcript in the *pho84::HIS3* strain, which was also rescued by the deletion of the 3′UTR (Figure S1). The ectopically expressed antisense transcripts did not have any effect on the growth of the reporter strain even when the *RRP6* was deleted, which also questions the *in trans* model of these antisense transcripts (26) (Figure S1).

Next, we employed a synthetic genetic array (SGA) screen to identify factors promoting the 3′UTR-dependent repression (Figure 4). The rationale of the screen was to use the yeast GST-tagged ORF collection (Horizon, YSC4423), which has approximately 5000 strains carrying each ORF under a galactose-inducible promoter in individual strains. These strains were mated with the two reporter strains above, and standard yeast genetics methods were employed to select for haploids encoding the reporter and the overexpression plasmid. We then grew the strains on galactose media (–His + 3AT) to induce overexpression and on non-inducing glucose media for comparison. Strains were also grown on a galactose media that is not selective for *HIS3* to control for any indirect toxic effects of galactose. Plates were then scored for galactose-specific growth defects on the *HIS3*-selective medium. 211 hits were identified to be lethal in the *pho84::HIS3* strain, while having no effect in the *pho84::HIS3 3′UTRΔ* strain (Table S1).

**Figure 4.**
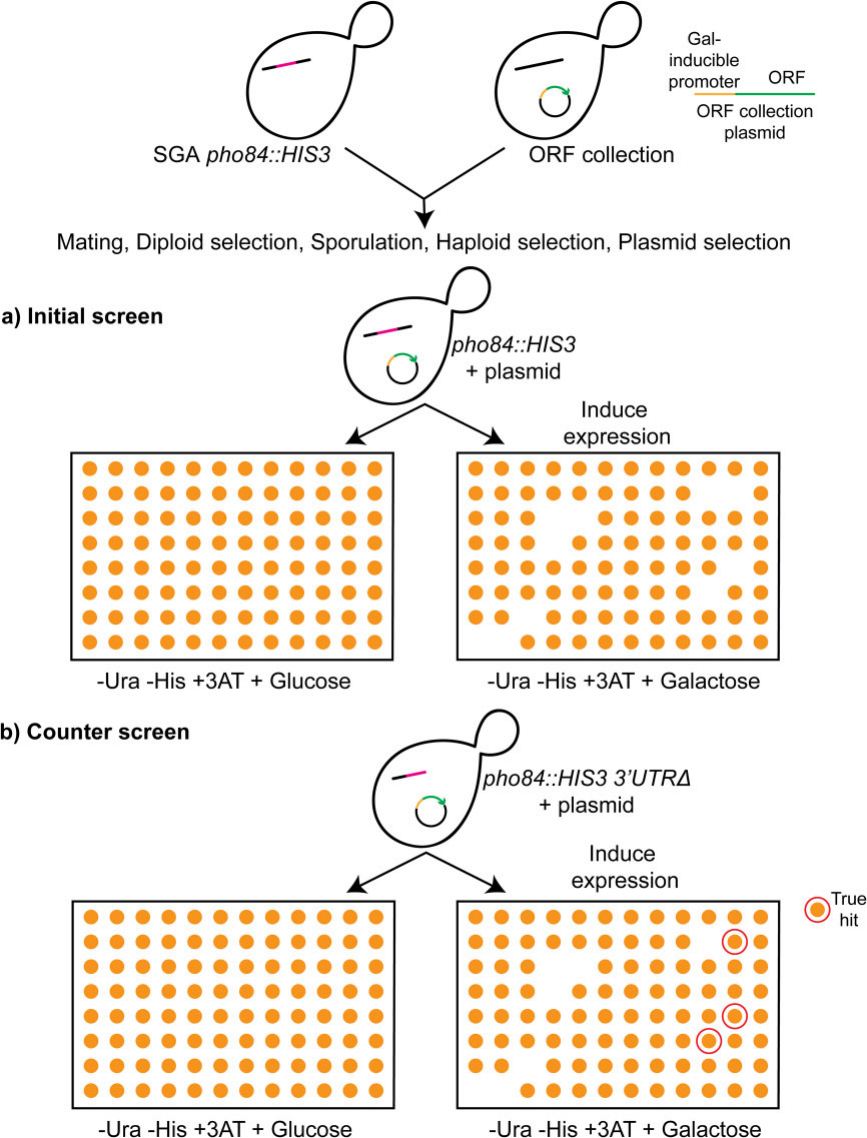
Schematic representation of genetic screen to identify factors that promote 3′UTR-dependent repression in the *pho84*::*HIS3* reporter. The galactose-inducible ORF collection (Horizon, YSC4423) was crossed with the SGA *pho84::HIS3* reporter strain. After selection for diploids, strains were pinned in liquid sporulation medium and allowed to sporulate. Several pinning steps were then performed to select for haploids harboring *pho84::HIS3* reporter and the ORF overexpression plasmids. Strains were then pinned on galactose to induce expression and on glucose for comparison. Strains were scored for galactose-specific growth defects and those were identified as initial hits. A counter screen was then performed by crossing the SGA *pho84::HIS3 3′UTRΔ* strain with an array of the initial positive hits. All the pinning steps described above were repeated and strains were scored for galactose-specific growth defects. The strains whose growth was rescued in the counter screen were identified as true hits.

Gene Ontology (GO) term analysis was then performed using the *Saccharomyces* Genome Database (SGD) Gene Ontology Mapper tool (https://www.yeastgenome.org/goSlimMapper). Interestingly, the GO term having the highest number of hits mapped to it (27 out of 211) was ‘transcription by RNA polymerase II (GO:0006366)’ (Figure 5A). Functional network analysis was performed for those 27 hits using the ClueGo plug-in (Version 2.5.7) of the Cytoscape software (Version 3.5.0). This showed that hits are implicated in a number of diverse transcriptional regulatory roles as well as DNA binding (Figure 5B), suggesting a link between the 3′UTR and transcriptional regulation. For instance, Glc7 was one of the hits identified. Glc7 is a phosphatase that is involved in RNA PolII C-termainal domain (CTD) Tyr1 dephosphorylation which is essential for transcription termination (46). In addition, it associates with the cleavage/polyadenylation factor (CPF) (46,47). Tho1, an RNA-binding protein that functions in transcription elongation (48), was also identified from our screen. It binds transcribed chromatin in an RNA-dependent manner (48). Spt6, a well-known histone chaperone, was also identified from the screen. Spt6 was reported to associate with the 3′ ends of transcribed genes and to interact with elongating RNA Pol II (49,50). More recently, Spt6 was found to also play a critical role in controlling the fidelity and specificity of transcription initiation at thousands of genic and intragenic promoters (51).

**Figure 5.**
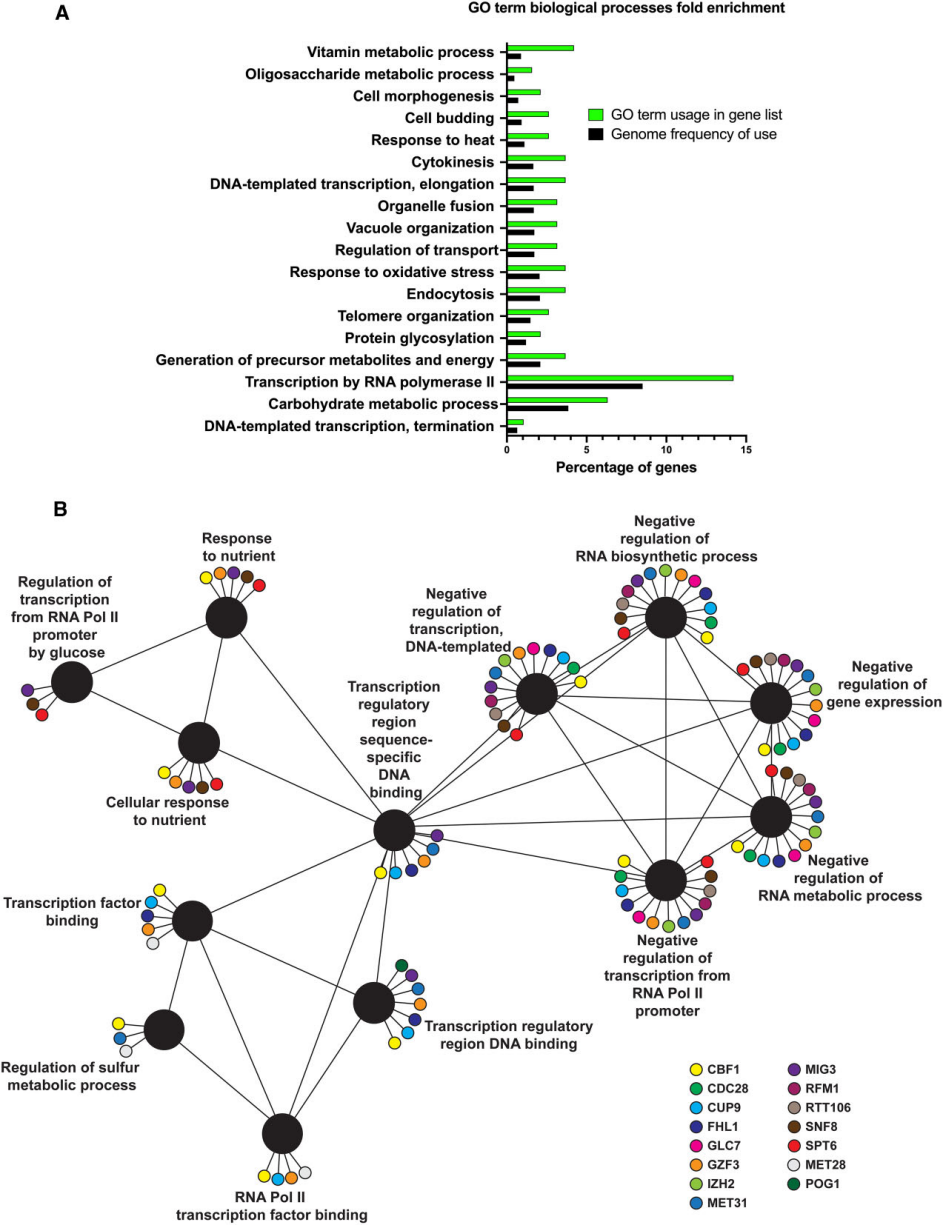
Gene Ontology (GO) term analysis of the genetic screen positive hits showing implication of many factors in transcriptional regulation. (**A**) Bar chart showing GO biological process term enrichment in the gene list obtained from the screen versus the entire yeast genome. GO term analysis was performed using the *Saccharomyces* Genome Database (SGD) Gene Ontology Mapper tool (https://www.yeastgenome.org/goSlimMapper). The percentage of genes mapped to each GO term in the positive hits gene list is shown (green) in comparison to the percentage of genes mapped to each GO term in the entire yeast genome (black). Top highly enriched 18 GO terms are shown. (**B**) Visualization of the biological terms of a subset of the positive hits in a functionally grouped network using the ClueGo plug-in (Version 2.5.7) of the Cytoscape software (Version 3.5.0). 27 positive hits mapped to the GO term ‘transcription by RNA polymerase II’ (GO:0006366), and were then used in the ClueGo network analysis with showing only pathways with pV < 0.05. The black nodes represent the biological terms while the colored small nodes represent the genes mapped to each biological term.

To further confirm the screen results, we conducted ssRT-qPCR on 4 randomly selected hits from those mapped to the ‘transcription by RNA polymerase II’ GO term. SsRT-qPCR of the sense transcript of the *pho84::HIS3 and pho84::HIS3 3′UTRΔ* reporter strains harboring some selected plasmids showed that the selected hits repress the sense transcript only when the 3′UTR is present (Figure 6), which is consistent with the SGA screen results.

**Figure 6.**
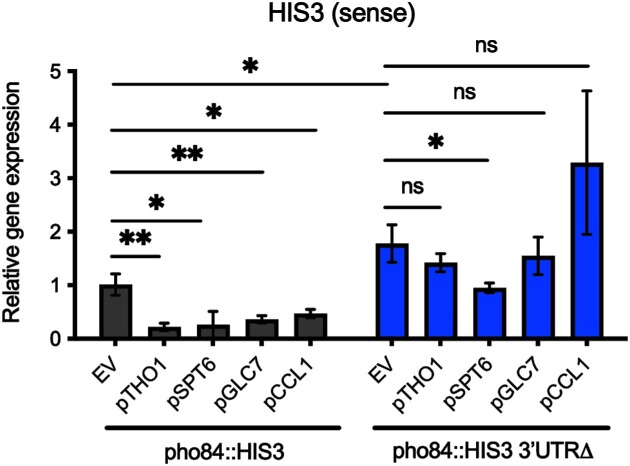
Selected positive hits from the SGA screen show 3′UTR-dependent repression of the *pho84*::*HIS3* reporter. SsRT-qPCR showing the effect of overexpressing four positive hits on the expression of the sense transcript of the *pho84::HIS3* and *pho84::HIS3 3′UTRΔ* reporter strains. RNA was prepared from 3 biological replicates of each strain harboring an empty vector or a plasmid of each ORF under a galactose-inducible promoter. Cultures were grown in -Ura + glu medium and shifted to –Ura + galactose for 17 h. SsRT-qPCR was conducted to determine the RNA levels of sense *pho84::HIS3*. *ACT1* was used as an internal control. A two-tailed *P* value was calculated using an unpaired t-test using GraphPad Prism 9. Asterisk(s) denote significance (*P* value < 0.05), and *ns* denotes no significance (*P* value > 0.05). Error bars represent the s.d.

### The 3′UTR is necessary but not sufficient to affect mRNA levels

To determine how the 3′UTR impacts *PHO84* levels, we constructed a reporter with the 3′UTR of *PHO84* inserted downstream of an *EGFP* ORF on a yeast expression plasmid (Figure 7A). We started by testing the *EGFP-PHO84 3′UTR* construct against the *EGFP* construct that has the wild-type 3′UTR of *EGFP* (Figure 7B). RT-qPCR showed no significant difference in the transcript levels between the two constructs, meaning that the *PHO84* 3′UTR is not sufficient to affect the mRNA levels of *PHO84* (Figure 7B). Next, we replaced the *ADH1* promoter with the *PHO84* promoter region. This led to a significant, 2-fold difference in the mRNA levels between the 3′UTR (+) and the 3′UTR (–) constructs (Figure 7A, B). Thus, the *PHO84* promoter also plays a role in 3′UTR-dependent regulation. This finding also confirms our initial observation that *PHO84* sense transcript regulation is not linked to its antisense transcripts.

**Figure 7.**
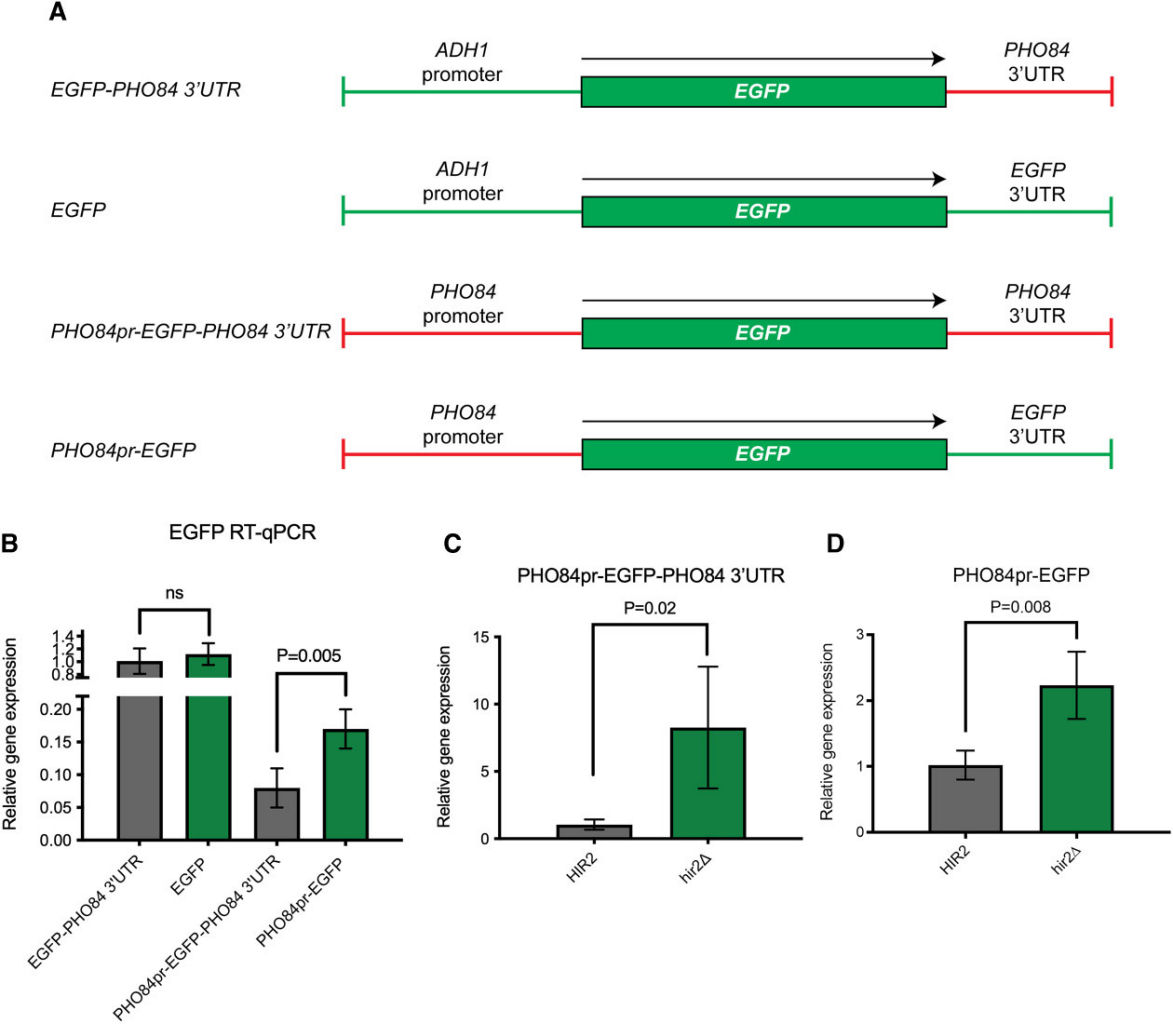
Both the promoter and the 3′UTR are necessary to affect the *PHO84*. (**A**) Schematic illustration of four *EGFP* reporter plasmids constructed to test the effect of the 3′UTR of *PHO84* on the transcript level with and without the presence of the promoter region of *PHO84***. (B**) RT-qPCR performed using a wild-type yeast strain transformed with each of the four constructs. 3–4 biological replicates of each strain were grown in –Leu + glu medium, and shifted to –Leu + 2% raffinose and then shifted to –Leu + galactose then harvested. RNA was prepared and RT-qPCR was performed for *EGFP* using *ACT1* as an internal control. A two-tailed *P* value was calculated using an unpaired t-test using GraphPad Prism 9. Error bars represent the s.d. while *ns* denotes no significance (*P* value > 0.05). (**C**, **D**) RT-qPCR performed using wild-type and *hir2Δ* strains carrying either the *PHO84pr-EGFP-PHO84 3′UTR* or the *PHO84pr-EGFP* plasmid. 3–4 biological replicates of each strain were grown and RT-qPCR was performed for *EGFP* as described above. A two-tailed *P* value was calculated using an unpaired t-test using GraphPad Prism 9. Error bars represent the standard deviation.

A recent study investigating the model of antisense-mediated repression of *PHO84* suggested that the HIR histone chaperone complex, which is involved in *de novo* histone deposition, is involved in this process (28). This study showed that the loss of *HIR2*, one of the four subunits of the HIR histone chaperone complex, leads to an increase in the sense transcript of *PHO84*, an effect that is attenuated upon knocking down the antisense transcripts. In the study, it was suggested that Hir2 and the antisense transcript act together to mediate antisense-mediated repression (28).

We wondered whether *HIR2* deletion would influence the sense transcription in a way that is completely independent of the antisense transcripts. To test this, we conducted an RT-qPCR experiment using wild-type and *hir2Δ* strains carrying the *PHO84pr-EGFP-PHO84 3′UTR* plasmid (Figure 7C). Interestingly, despite the lack of antisense transcription in this construct, we saw an 8-fold increase in the *EGFP* expression in the *hir2Δ* strain, showing that Hir2 plays a role in regulating the sense expression regardless of the presence of the antisense transcripts. This suggests that prior observations may have been the result of impacts on sense transcription rather than a role for the antisense transcripts. Similarly, we also tested the effect of deleting *HIR2* on the *EGFP* expression from the *PHO84pr-EGFP* construct, and we also saw a significant increase in the sense transcript level (Figure 7D). This shows that the role Hir2 plays in regulating the sense expression of *PHO84* is not dependent on the 3′UTR and is solely dependent on the promoter region.

### The *PHO84* gene forms 3′UTR-dependent gene loops

Since the promoter region of *PHO84* is a key player in 3′UTR-dependent gene repression, we wondered whether a physical interaction between the promoter and terminator regions exists. Gene looping has been found to influence transcription both positively and negatively (52–54). The most frequent effect of looping is transcriptional activation (52,53). In these cases, promoter-terminator regions were found to juxtapose each other during active transcription to facilitate RNAPII re-initiation (52,53). Gene looping has also been found to correlate with transcriptional repression at *BRCA1* gene, in which looping is thought to reduce promoter accessibility (55).

To test if the promoter and terminator regions of *PHO84* interact, we conducted a chromosome conformation capture (3C) assay using the endogenous *PHO84* gene in wild-type and *PHO84 3′UTRΔ* strains *(*Figure 8A). PCR using divergent primers was done using *PHO84* and *PHO84 3′UTRΔ* strains. It showed gene looping between the promoter and terminator regions of *PHO84*, as evidenced by obtaining a PCR product using divergent primers (Figure 8B, C). It also shows that this interaction is less frequent when the 3′UTR is deleted (Figure 8B-C); band intensity from the *3′UTRΔ* strain was 58% of that of the wild-type (Figure 8C). This indicates that the promoter and terminator regions of *PHO84* interact and this interaction might play a role in the 3′UTR-dependent repression seen in the *PHO84* gene (Figure 9).

**Figure 8.**
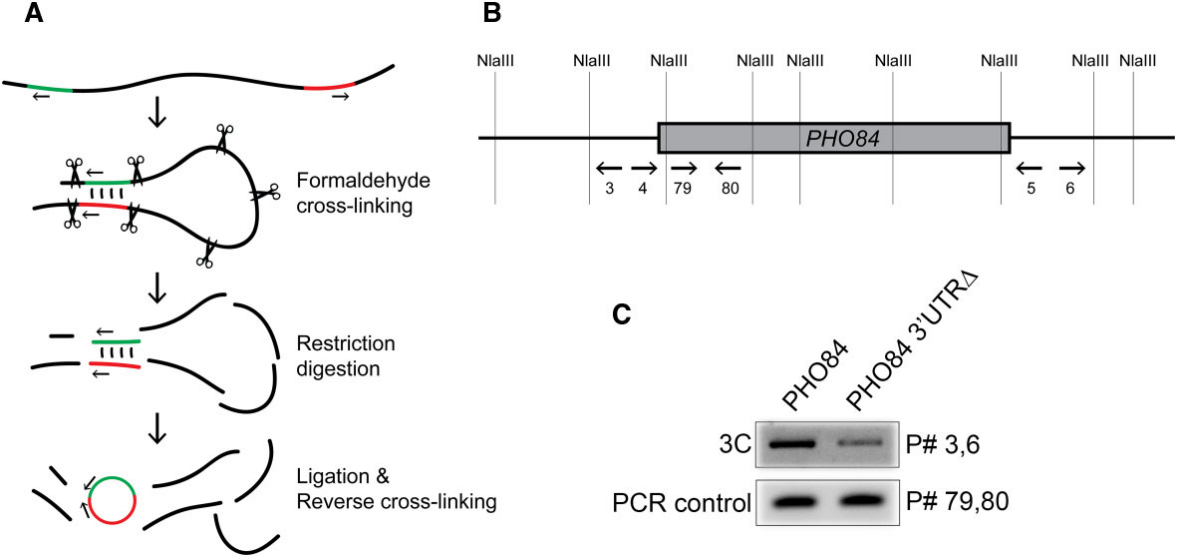
Chromosome conformation capture (3C) reveals interaction between promoter and terminator regions of *PHO84*. (**A**) Schematic representation of the chromosome conformation capture (3C) technique. Cultures were crosslinked with formaldehyde, and then chromatin was isolated and digested with a restriction enzyme. Ligation followed by reverse-crosslinking were then performed. Small arrows represent divergent primers that become convergent after ligation. Green and red denote interacting DNA regions. (**B**) Schematic representation of *PHO84* showing representative NlaIII restriction sites and the location and direction of the primers used below (oligo sequences are listed in table S9). Primers 4 & 5 were used to check for efficient digestion (see Materials and Methods). (**C**) PCR-agarose gel electrophoresis of the ligation products of *PHO84* & *PHO84 3′UTRΔ* strains. PCR was performed using divergent (3 & 6) and convergent (79 & 80) primers. PCR products appearing using divergent primers indicates interaction. PCR using convergent primers was used as a loading control.

**Figure 9.**
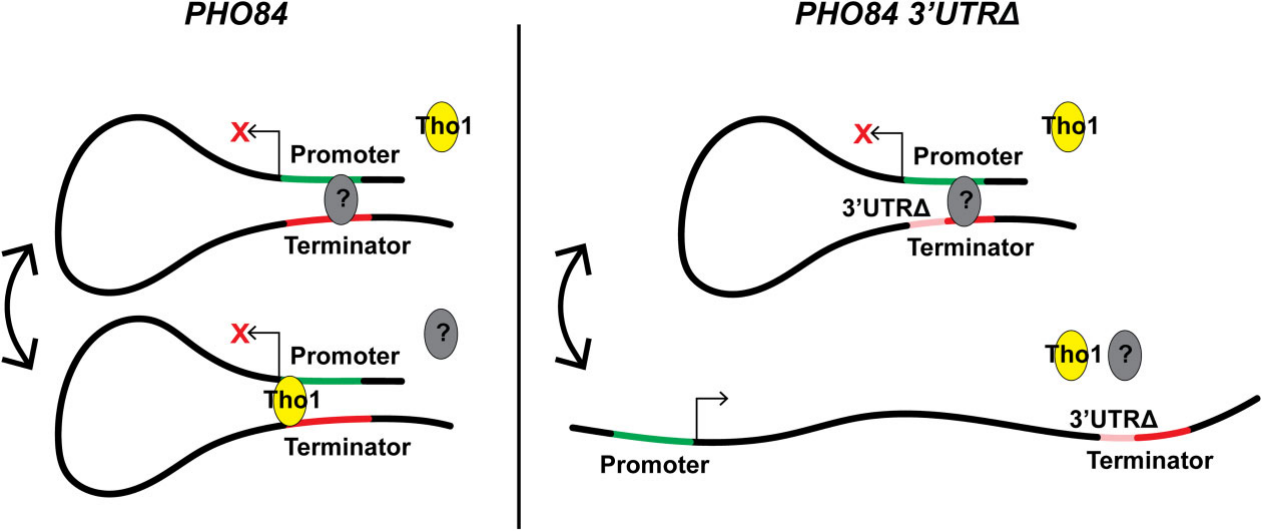
Proposed model for the 3′UTR-dependent repression at *PHO84* locus. Promoter-terminator region interaction at *PHO84* locus is thought to be promoted by transcription factors, resulting in repression. Those factors can be any known factor that promotes gene looping, which could be any of the identified hits from the genetic screen performed in this study. Tho1 was identified in this study to promote gene looping and to cause 3′UTR-dependent repression. When the 3′UTR is deleted, some of those factors can no longer bind, resulting in less frequent interaction between the promoter and terminator regions leading to transcriptionally active state. Other factors may still bind any region downstream of the 3′UTR resulting in looping that is not dependent on the 3′UTR.

We then sought to test the effect of the positive hits identified from the SGA screen on the *PHO84* gene looping. We used the 4 selected hits previously confirmed to produce 3′UTR-dependent (Figure 6). Interestingly, we found that the overexpression of *THO1* lead to a significant increase in the *PHO84* gene looping (Figure S2), which again links repression to increased looping frequency. However, no significant change in looping frequency was seen with the other three hits tested which suggests that their effect on *PHO84* expression is achieved via alternative mechanisms.

## DISCUSSION

Since 2007, the *PHO84* gene has been cited as a model for antisense-mediated repression (3,28). In line with this, the deletion of the nuclear exosome component, *RRP6*, was found to stabilize the antisense transcripts of *PHO84* and repress the sense transcription (3). It was shown that the antisense transcripts silence sense transcription via recruiting the histone deacetylase Hda1, resulting in local chromatin compaction (3). This activity of the antisense transcripts is only observed when they are stabilized by the deletion of *RRP6*. A more recent study suggested that HIR histone chaperone complex is required for the antisense transcripts to silence sense transcription (28).

Most studies of antisense transcripts in *S. cerevisiae* have been conducted in mutant strains where antisense transcripts can be stabilized and/or extended (3,22,23). This is a caveat for characterizing the influence of those non-coding transcripts on the overlapping mRNAs, because the loss of those factors that regulate antisense transcripts might have either direct or indirect effect on the sense transcription itself.

Recent studies have also employed loss-of-function approaches to study the influence of antisense transcripts. RNA interference (RNAi) using oligonucleotides that target antisense transcripts and strand-specific CRISPR interference (CRISPRi) have been among the main approaches for knocking down antisense transcripts (56,57). However, these techniques suffer from limitations such as off-target effects and incomplete strand specificity (56,57). Off-target effects have been a common issue with CRISPR/Cas9 techniques, and lack of strand specificity could be because the physical presence of a catalytically-dead Cas9 that would interfere with the transcriptional machinery and/or chromatin structure at the opposite strand (56). In addition, almost all studies to date investigating the roles of antisense transcripts in *S. cerevisiae* have employed techniques that look into steady-state levels of RNA (22,23). This may not give an accurate estimation of transcriptional activity, as steady-state levels depend both on transcription and decay.

Taking *PHO84* as an example, the fact that sense/antisense pairs were found to be positively correlated suggests that the antisense-mediated repression model is not valid, and that other factors might be contributing, either directly or indirectly. Additionally, the previously proposed activity of the *PHO84* antisense transcripts was only seen when cells were grown in minimal growth conditions after chronological aging or when *RRP6* is deleted (3), raising concerns of whether these antisense transcripts have physiological roles in normal conditions. Here, we provide the first evidence that the 3′UTR of *PHO84*, together with its promoter region, regulates the sense transcript levels of *PHO84*, and that this regulation is independent on the antisense transcripts in healthy, wild-type cells. Additionally, we provide the first evidence that the *PHO84* locus forms gene loops, and that interaction between the promoter and terminator regions is modulated by the 3′UTR, suggesting that the looping at this locus is repressive. Our data shows that the 3′UTR is not required for the looping to occur, however its deletion significantly lowers the interaction frequency. With the data in hand that shows that Tho1, the RNA-binding protein that is known to bind transcribed chromatin (48), increases the looping and 3′UTR-dependent repression, it's probable that some protein factors bind either the promoter region of *PHO84* or the terminator region including the 3′UTR. It is possible that these factors interact with each other to help bring the promoter and terminator regions in close proximity and this in turn reduces promoter accessibility. This may explain why the loss of the 3′UTR does not completely abolish the looping. Further mechanistic studies are needed to decipher the link between the *PHO84* gene looping and its repression, to investigate whether the looping is repressive *per se*, or it's the *trans*-acting factors, such as Tho1, that bind the 3′UTR interfering with transcription efficiency.

Antisense RNAs are ubiquitous in nature (1). We suggest that research focused on transcriptional roles for antisense transcripts use methods that measure transcription directly rather than the steady-state RNA levels. Moreover, we suggest that caution should be used when determining a role for antisense transcripts solely from data using mutant strains. Approaches investigating the transcriptional roles of antisense RNAs in wild-type cells rather than mutants are immensely needed to avoid experimental bias arising from indirect effects.

Many factors known to be involved in transcriptional regulation were identified in our SGA screen and shown to regulate transcript levels in a 3′UTR-dependent manner. More studies are needed to better characterize the mechanism of these factors which can lead to a better understanding of the role of 3′UTRs in transcriptional regulation. Future studies using a combination of TT-seq and comparison with ChIP-seq may provide clarification of the mechanisms in play. Regardless, our studies provide evidence that the lncRNA-mediated repression model at the PHO84 locus, and likely many more gene loci, is incorrect. Future studies are necessary to understand the role(s) between transcriptional regulation and promoter-terminator looping.

## Supplementary Material

gkad579_Supplemental_Files

## Data Availability

The data reported in this study is available under the GEO accession number: GSE227252.

# Supplementary material for: The genomic region of the 3′ untranslated region (3′UTR) of PHO84, rather than the antisense RNA, promotes gene repression
**Source:** Nucleic Acids Res. 2023 Jul 18;51(15):7900–13. doi: 10.1093/nar/gkad579
**Supplement:** gkad579_Supplemental_Files

SUPPLEMENTARY FIGURE 1

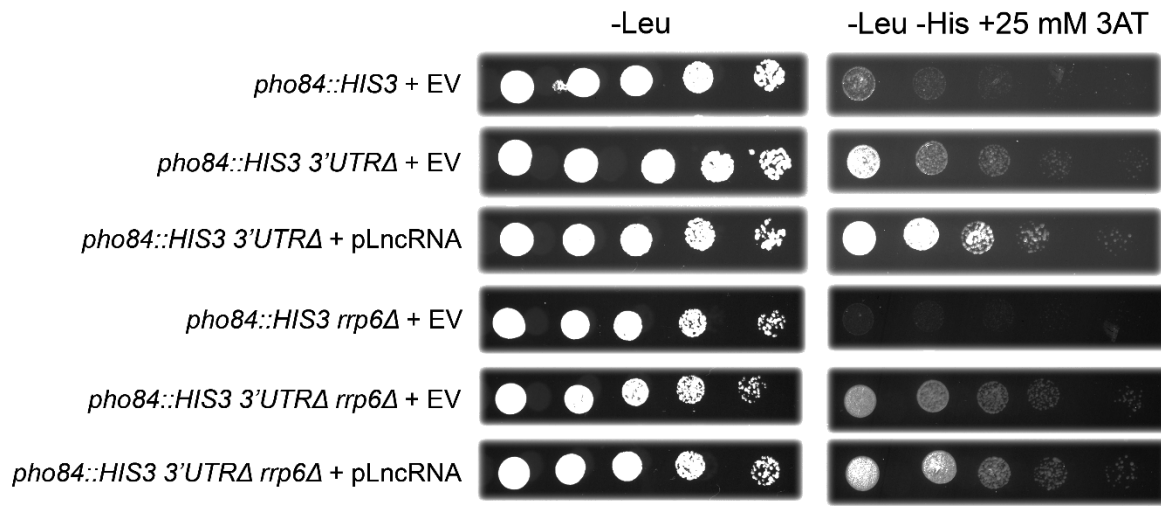

Figure S1. Ectopic expression of the antisense transcripts does not lead to repression.

Serial dilution spot assay showing the effect of overexpressing the antisense transcripts (lncRNA) of *PHO84* on the growth of *pho84::HIS3* strain on -leucine medium and on selective medium lacking leucine and histidine and containing 3-amino-1,2,4-triazole (3-AT). EV stands for empty vector. pLncRNA is a plasmid expressing the antisense transcripts of *PHO84*.

SUPPLEMENTARY FIGURE 2

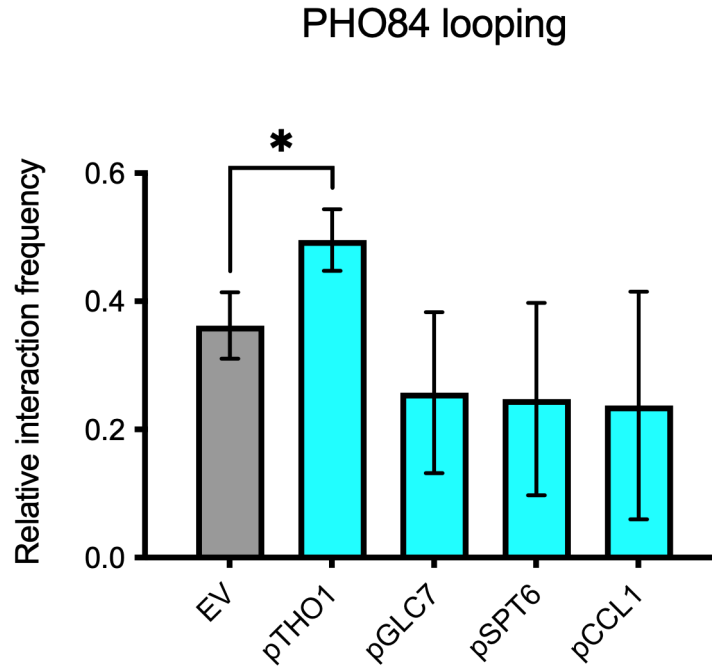

Figure S2. 3C experiment showing that *THO1* overexpression significantly increases promoter-terminator interaction at *PHO84* locus.

Quantification of agarose gel bands of the 3C experiment PCR products using divergent primers (3 & 6) relative to the PCR products of the convergent primers (79 & 80) used as a loading control. 3C was performed on *PHO84* strain harboring either an empty vector, *pTHO1*, *pGLC7*, *pSPT6*, or *pCCL1* plasmid. 3 biological replicates of each strain were used. Strains were grown in -Ura + glu medium until the OD600 of 0.45, then shifted to -Ura + gal medium for 17 hours. A two-tailed P value was calculated using an unpaired t-test using GraphPad Prism 9. Error bars represent the s.d., statistical significance is denoted by asterisks.

TABLE S1

Biological process GO term	GO ID	Genes Annotated to the GO Term			GO Term Usage in Gene List	Genome Frequency of Use	Fold enrichment
Transcription by RNA polymerase II	GO:0006366	<i>CDC28</i><br><i>MIG3</i><br><i>THO1</i><br><i>GLC7</i><br><i>SPT6</i><br><i>POG1</i><br><i>RFM1</i><br><i>SNF8</i><br><i>TAF3</i>	<i>MET28</i><br><i>GZF3</i><br><i>CBF1</i><br><i>PHD1</i><br><i>RSC4</i><br><i>CGI121</i><br><i>FHL1</i><br><i>SGV1</i><br><i>RPO26</i>	<i>ARP9</i><br><i>MSS11</i><br><i>RTT106</i><br><i>IZH2</i><br><i>RPB11</i><br><i>INO4</i><br><i>MET31</i><br><i>CUP9</i><br><i>CCL1</i>	27 of 190 genes, 14.21%	548 of 6439 annotated genes, 8.51%	1.67
Carbohydrate metabolic process	GO:0005975	<i>UBP14</i><br><i>CDC28</i><br><i>GPD1</i><br><i>RK11</i>	<i>GLC7</i><br><i>CWH41</i><br><i>DDP1</i><br><i>PCK1</i>	<i>GSY2</i><br><i>ERR3</i><br><i>GCY1</i><br><i>SUN4</i>	12 of 190 genes, 6.32%	248 of 6439 annotated genes, 3.85%	1.64
Vitamin metabolic process	GO:0006766	<i>RIB3</i><br><i>SNZ3</i><br><i>RIB4</i>	<i>FOL2</i><br><i>THI11</i><br><i>RK11</i>	<i>ABZ1</i><br><i>BIO3</i>	8 of 190 genes, 4.21%	57 of 6439 annotated genes, 0.89%	4.73
Cytokinesis	GO:0000910	<i>EDE1</i><br><i>CDC28</i><br><i>SUN4</i>	<i>GLC7</i><br><i>MSB2</i>	<i>VRP1</i><br><i>IQG1</i>	7 of 190 genes, 3.68%	107 of 6439 annotated genes, 1.66%	2.22
DNA-templated transcription, elongation	GO:0006354	<i>THO1</i><br><i>RSC4</i><br><i>SGV1</i>	<i>RPA34</i><br><i>RTT106</i>	<i>ARP9</i><br><i>SPT6</i>	7 of 190 genes, 3.68%	108 of 6439 annotated genes, 1.68%	2.19
Response to oxidative stress	GO:0006979	<i>CMK1</i><br><i>ASK10</i><br><i>MRD1</i>	<i>YHB1</i><br><i>HYR1</i>	<i>NCE103</i><br><i>GCY1</i>	7 of 190 genes, 3.68%	132 of 6439 annotated genes, 2.05%	1.8
Endocytosis	GO:0006897	<i>EDE1</i><br><i>GLC7</i><br><i>SLG1</i>	<i>PIL1</i><br><i>CLC1</i>	<i>VRP1</i><br><i>SNC2</i>	7 of 190 genes, 3.68%	133 of 6439 annotated genes, 2.07%	1.78
Generation of precursor metabolites and energy	GO:0006091	<i>CDC28</i><br><i>GLC7</i><br><i>TKL1</i>	<i>GSY2</i><br><i>ERR3</i>	<i>RK11</i><br><i>ATF1</i>	7 of 190 genes, 3.68%	135 of 6439 annotated genes, 2.10%	1.75
Organelle fusion	GO:0048284	<i>CLN3</i><br><i>GYP7</i>	<i>IVY1</i><br><i>ERR3</i>	<i>STT4</i><br><i>SNC2</i>	6 of 190 genes, 3.16%	109 of 6439 annotated genes, 1.69%	1.87
Vacuole organization	GO:0007033	<i>CLN3</i><br><i>GYP7</i>	<i>IVY1</i><br><i>YVH1</i>	<i>ENV11</i><br><i>ERR3</i>	6 of 190 genes, 3.16%	111 of 6439 annotated genes, 1.72%	1.84
Regulation of transport	GO:0051049	<i>GLC7</i><br><i>ASK10</i>	<i>CLC1</i><br><i>SEC12</i>	<i>RHO3</i><br><i>SLG1</i>	6 of 190 genes, 3.16%	111 of 6439 annotated genes, 1.72%	1.84
Cell budding	GO:0007114	<i>CDC28</i><br><i>KIC1</i>	<i>KCC4</i><br><i>VRP1</i>	<i>GLC7</i>	5 of 190 genes, 2.63%	59 of 6439 annotated genes, 0.92%	2.86
Response to heat	GO:0009408	<i>GLC7</i><br><i>SGT2</i>	<i>PIL1</i><br><i>SLG1</i>	<i>WSC3</i>	5 of 190 genes, 2.63%	71 of 6439 annotated genes, 1.10%	2.39
Telomere organization	GO:0032200	<i>CDC28</i><br><i>OGG1</i>	<i>GLC7</i><br><i>IES4</i>	<i>CGI121</i>	5 of 190 genes, 2.63%	95 of 6439 annotated genes, 1.48%	1.78
Cell morphogenesis	GO:0000902	<i>KCC4</i><br><i>CIN2</i>	<i>GLC7</i>	<i>RHO3</i>	4 of 190 genes, 2.11%	46 of 6439 annotated genes, 0.71%	2.97
Protein glycosylation	GO:0006486	<i>ANP1</i><br><i>ALG5</i>	<i>CWH41</i>	<i>ALG11</i>	4 of 190 genes, 2.11%	77 of 6439 annotated genes, 1.20%	1.76
Oligosaccharide metabolic process	GO:0009311	<i>CDC28</i>	<i>CWH41</i>	<i>YMR196W</i>	3 of 190 genes, 1.58%	30 of 6439 annotated genes, 0.47%	3.36
DNA-templated transcription, termination	GO:0006353	<i>SPT6</i>	<i>RPB11</i>		2 of 190 genes, 1.05%	42 of 6439 annotated genes, 0.65%	1.62

Table S1: Biological process Gene Ontology (GO) term analysis results of the genetic screen positive hits.

GO term analysis was performed using the Gene Ontology Mapper tool on the Saccharomyces Genome Database (SGD) website (<https://www.yeastgenome.org/goSlimMapper>). Terms were ranked by the percentage of the GO term usage in the gene list.

TABLE S2 List of strains

**Name**	**Lab code**	**Genotype**
Wild-type	OPY1	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i> (BY4741)
<i>dbp2Δ</i>	BTY116	<i>MATalpha dbp2::KanR ura3Δ0 leu2Δ0 his3Δ0 TRP1 MET LYS</i>
<i>PHO84</i>	OPY1	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i> (BY4741)
<i>PHO84 3'UTRΔ</i>	BTY509	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 PHO84 3'UTRΔ</i>
<i>pho84::HIS3</i>	BTY481	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 pho84::HIS3</i>
<i>pho84::HIS3 3'UTRΔ</i>	BTY482	<i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 pho84::HIS3 3'UTRΔ</i>
SGA <i>pho84::HIS3</i>	BTY500	<i>MATalpha his3Δ1 leu2Δ0 ura3Δ0 hoΔ::AgSTE3pr-hygR can1::LEU2 pho84::HIS3</i>
SGA <i>pho84::HIS3 3'UTRΔ</i>	BTY501	<i>MATalpha his3Δ1 leu2Δ0 ura3Δ0 hoΔ::AgSTE3pr-hygR can1::LEU2 pho84::HIS3 3'UTRΔ</i>

TABLE S3 List of plasmids

**Name**	**Lab code**	**Description**
pRS426	OPP16	<i>URA+</i> empty vector
<i>EGFP-PHO84 3'UTR</i>	BTP147	<i>p415-ADH EGFP-PHO84 3'UTR</i>
<i>EGFP</i>	BTP148	<i>p415-ADH EGFP</i>
<i>PHO84pr-EGFP-PHO84 3'UTR</i>	BTP152	<i>p415-ADH PHO84 promoter-EGFP-PHO84 3'UTR</i>
<i>PHO84pr-EGFP</i>	BTP153	<i>p415-ADH PHO84 promoter-EGFP</i>
pRS315	OPP3	<i>LEU+</i> empty vector
pLncRNA	BTP116	<i>pRS315 pho84::HIS3 Pho4p-BSsΔ</i>

TABLE S4 Oligos for homologous recombination

**Name**	**Sequence**	**Lab #**
dbp2::KanMX F	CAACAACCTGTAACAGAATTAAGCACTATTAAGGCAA<br>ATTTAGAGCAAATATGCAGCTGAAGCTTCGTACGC	22
dbp2::KanMX R	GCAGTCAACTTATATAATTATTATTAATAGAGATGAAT<br>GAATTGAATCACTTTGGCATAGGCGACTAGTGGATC<br>TG	23
pho84::HIS3 F	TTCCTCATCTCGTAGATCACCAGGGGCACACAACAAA<br>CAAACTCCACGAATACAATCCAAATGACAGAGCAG<br>AAAGCCCT	758
pho84::HIS3 R	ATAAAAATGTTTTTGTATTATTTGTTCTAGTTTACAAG<br>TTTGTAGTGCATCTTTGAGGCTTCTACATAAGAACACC<br>TTTGG	759
pho84::HIS3<br>3'UTR Δ F	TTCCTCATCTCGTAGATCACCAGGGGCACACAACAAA<br>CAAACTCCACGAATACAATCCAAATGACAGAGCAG<br>AAAGCCCT	758
pho84::HIS3<br>3'UTR Δ R	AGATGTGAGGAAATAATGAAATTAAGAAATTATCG<br>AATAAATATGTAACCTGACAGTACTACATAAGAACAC<br>CTTTGG	809
can1::LEU2 F	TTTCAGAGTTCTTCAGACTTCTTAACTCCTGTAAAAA<br>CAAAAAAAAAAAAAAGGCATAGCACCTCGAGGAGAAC<br>TTCTAGTATA	1386
can1::LEU2 R	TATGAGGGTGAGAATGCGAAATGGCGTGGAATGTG<br>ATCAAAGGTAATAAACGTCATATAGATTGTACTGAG<br>AGTGCACCAT	1387

TABLE S5 Oligos for *Delitto Perfetto* technique

**Name**	**Sequence**	**Lab #**
PHO84::CORE F	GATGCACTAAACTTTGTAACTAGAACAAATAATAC<br>AAAAGAGCTCGTTTTTCGACACTGG	1539
PHO84::CORE R	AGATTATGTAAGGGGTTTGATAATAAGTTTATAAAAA<br>TGTTCCCTTACCATTAAGTTGATC	1540
Oligo 1 for dsDNA<br>used for HR	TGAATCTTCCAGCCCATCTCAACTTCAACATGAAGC<br>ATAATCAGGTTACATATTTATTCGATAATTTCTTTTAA<br>TTTCAT	1543
Oligo 2 for dsDNA<br>used for HR	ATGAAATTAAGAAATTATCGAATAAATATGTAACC<br>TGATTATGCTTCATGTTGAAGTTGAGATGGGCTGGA<br>AGATTCA	1544

TABLE S6 Oligos for Northern probes

**Name**	**Sequence**	**Lab #**
HIS3 F	ATGACAGAGCAGAAAGCCCTAGTAAAG	541
HIS3 F	CTACATAAGAACACCTTTGGTGGAGG	542
SCR1 F	GGATACGTTGAGAATTCTGGCCGAGG	245
SCR1 R	AATGTGCGAGTAAATCCTGATGGCACC	263

TABLE S7 Oligos for RT-qPCR

**Name**	**Sequence**	**Lab #**
PHO84 F	TGGAGTCCATCGATGACGAA	79
PHO84 R	CACCAGCAATGGAGATGGTCTT	80
HIS3 F	GCCTTTGGATGAGGCACTTTC	822
HIS3 R	GCGTACGGCCTGTTCGAA	823
EGFP F	GTCCGCCCTGAGCAAAGA	1589
EGFP R	TCCAGCAGGACCATGTGATC	1590
ACT1 F	TGGATTCCGGTGATGGTGT	77
ACT1 R	TCAAAATGGCGTGAGGTAGAGA	78

TABLE S8 Oligos for cloning

**Name**	**Sequence**	**Lab #**
For inserting PHO84 3'UTR in pYM28 F	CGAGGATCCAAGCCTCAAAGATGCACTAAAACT TG	1546
For inserting PHO84 3'UTR in pYM28 R	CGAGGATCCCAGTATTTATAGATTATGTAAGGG GTTTGAT	1547
For inserting EGFP-PHO84 3'UTR in p415-ADH F	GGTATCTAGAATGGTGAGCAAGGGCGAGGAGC T	1570
For inserting EGFP-PHO84 3'UTR in p415-ADH R	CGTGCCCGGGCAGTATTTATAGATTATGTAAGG GGTTTGATA	1571
For inserting EGFP in p415-ADH F	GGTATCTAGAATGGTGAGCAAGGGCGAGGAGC T	1570
For inserting EGFP in p415-ADH R	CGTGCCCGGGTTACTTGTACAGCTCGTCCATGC CG	1580
For inserting PHO84 promoter in p415-ADH EGFP F	GTAGAGCTCCAGCCGCTCGTTTATCAACCG	1591
For inserting PHO84 promoter in p415-ADH EGFP R	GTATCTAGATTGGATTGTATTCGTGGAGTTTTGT TT	1592

TABLE S9 Oligos for 3C

Name	Sequence	Lab #	Position from the start codon
3	TGGATCTAAGTTGGCATTACC	1624	-172 to -152
4	TCCTCATCTCGTAGATCACCA	1625	-59 to -39
5	AACAGGATGGCAGAGAGATG	1626	+1914 to +1933
6	ATTGGTCACCATCTGGTTGAT	1627	+2239 to +2259
79	TGGAGTCCATCGATGACGAA	79	+148 to +167
80	CACCAGCAATGGAGATGGTCTT	80	+189 to +210

TABLE S10 Oligos for site-directed mutagenesis

Name	Sequence	Lab #
1 st Pho4 binding site mutation F	GGAATAAAAAAGTGTGCTTGATAAAAATC	1169
1 st Pho4 binding site mutation R	CGGGTAGTGATTTTTATCAAGCGACACTTT	1170
2 nd Pho4 binding site mutation F	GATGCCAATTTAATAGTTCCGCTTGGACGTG	993
2 nd Pho4 binding site mutation R	TGCTGGAAATAACACGTCCAAGCGGAACTA	1151
3 rd Pho4 binding site mutation F	ATTAGCTAGATTAAACCCGTGCGTATTA	1175
3 rd Pho4 binding site mutation R	TTAATGAGTAATACGCACGGGTTTAATC	1176

Table S11: Analysis of sense/antisense correlation.

(A) 1669 gene loci identified with overlapping longest non-coding transcript. 

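Each line of this table joins a gene to 1 non-coding transcript on the other strand, with the position of both in base pairs, so that the length they share can be computed. A transcript may stand beside more than 1 gene, as at *PHO84*, whose transcript is also paired with the neighbouring YML122C. Where several transcripts cross a gene, the table keeps the longest, which leaves out 3 shorter ones at the *PHO84* locus (859, 603 and 464 bp). Those of 603 and 464 bp lie inside the gene and had 677 ± 415 and 675 ± 402 normalized counts in wild-type against 376 ± 33.8 and 323 ± 31.4 in *dbp2Δ* (SD, n = 3 for each; exact permutation test, two-sided p = 0.4 for both). These counts may hold reads of *PHO84*, and like its sense counts they were low in wild-type replicate 3 (223 and 219 normalized). Starts and ends of 1610 of the 1614 genes found in the R64 annotation were identical there.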

Additional location details (chromosome, strand, start and end coordinates) for the gene and overlapping non-coding transcripts are provided.

(B) Data description – Additional details (name, description, methods for differential expression and correlation analyses) for data used in this study are provided.

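This part names edgeR for differential expression and gives the threshold of 0.25 on the adjusted p for both the gene and the non-coding transcript, whereas the legend of Figure 1 gives it at gene level. The choice sets which pairs enter a correlation: with both strands past 0.25 there are 884 pairs with an r of 0.915 (bootstrap standard error 0.012), and with every pair tested 1576 with an r of 0.850. With the gene past 0.05, r is 0.902.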

How the deposited data were processed for this re-analysis (not part of the article)

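TT-seq was analysed in 3 wild-type and 3 *dbp2Δ* libraries, described in Figure 1 as biological replicates. The authors deposited raw counts, 1 column per library, for 7032 annotated genes and, separately, for non-coding transcripts (CUTs, SUTs and XUTs) that overlap a gene on the opposite strand. The submitters' processing notes name featureCounts, edgeR and genome build R64 without versions. The aligner and the strand setting of the counting are not given in the sources used here. For each gene the longest transcript was kept, as the paper describes, which gave 1669 pairs. Symbols and coordinates came from the R64 annotation, in which 5953 of the 7032 genes were found.

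Counts were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) after filterByExpr and TMM, with strain as the only factor. TMM factors ran from 0.930 to 1.04. A gene or transcript was called at a Benjamini-Hochberg adjusted p under 0.05. Antisense counts were scaled by the effective library sizes of the gene counts. The ratio of antisense to sense counts was tested as the interaction of strand and strain over 12 columns, with a term for each library. Correlations across pairs used an adjusted p under 0.25 for the gene, 100000 permutations of the pairings and 1000 bootstrap resamples. Gene lists were tested with camera in limma 3.58.1, with its preset and with an estimated correlation, adjusted over 17 lists. Normalized counts are TMM-normalized counts at the mean effective library size. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining steps.

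The samples, tests, gene lists, rule for named genes and most alternatives were fixed before the data were examined. The lists are the PHO regulon, **a**-specific, α-specific and strain marker genes, *GAL* genes, hexose transporters, sulfur and methionine metabolism, ribosome biogenesis, cytosolic ribosomal proteins, nuclear RNA decay and termination, factors discussed in the paper, its screen hits of RNA polymerase II transcription, stress response, glycolysis, respiration and TCA cycle, histones, and meiosis and sporulation. Named genes are those the paper names, the 10 largest and 10 smallest fold changes among called genes with a mean normalized count of at least 50 and no overlap between strains, the 4 called members of each list with the largest change, and the 5 pairs with the largest changes per direction on both strands or in the ratio. The values of *PHO84* in Figure 1 had been seen when the rule was written. *PGA3* and the wild-type replicate 3 genes of the closing section fall outside it and were chosen after their values were seen.

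Alternatives were DESeq2 1.42.0, edgeR's exact test, no TMM factor, upper quartile scaling, no filter on low counts, the replicate number as a block, each library left out, limma-voom for the ratio, other thresholds and other sets of pairs. Added after seeing the data were counts thinned to equal depth, pairs whose gene lies wholly within the antisense transcript, and antisense counts less sense counts. Depth ran from 6968216 to 13134963 gene counts per library, and the common biological coefficient of variation was 20.0%. On simulated counts for this comparison over 5941 genes, 73% of genes changed by a log2 fold change of 1 and 99% of those changed by 2 were called, and 4.97% of calls were unchanged genes. Simulated antisense changes drawn apart from the sense changes gave an r of 0.032 over 1573 pairs, and 0.455 over 1574 pairs when sense counts were added to the antisense counts. The value of 0.455 does not show what shared reads would give in the data. Only 200 genes were changed in the simulation, against 2497 called in the data. Its antisense counts were also drawn at the deposited means, which may already hold sense reads. Of simulated ratios changed by a log2 of 2 or more, 92.2% were called over 1573 pairs. Each simulated gene had the same dispersion in both strains, while biological coefficients of variation in the data were 26.5% (wild-type) and 9.67% (*dbp2Δ*). The simulated shares of calls therefore do not show those under the unequal spread of the data, nor with as many changed genes. The RNA-seq data of Figure 1C and D, the screen, the RT-qPCR and the other measurements of the paper were not analysed here.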

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

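The tests of counting without regard to strand, of RNA mixing and depth in wild-type replicate 3 and of the mating-type genes, and the subtraction of sense from antisense counts, were chosen only after the results were seen.

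Sense and antisense changes went together, and in 99.7% of the pairs whose gene lies wholly within the antisense transcript (313 of 314 with at least 50 sense counts) the antisense count was at least as high as the sense count in all 6 libraries, as it would be if the gene's reads were also counted in the transcript; *PGA3*, for example, had 2888 sense and 2891 antisense counts in wild-type replicate 1, and 44 pairs lay within 2% of each other over all libraries. The tables argue against both tables being counted without regard to strand at *PHO84*, where sense counts in *dbp2Δ* were at most 32.3% of those of a transcript wholly inside the gene. Over all pairs the share set for that test does not decide. The sense count was at least as high in all 6 libraries in 83.6% of the pairs whose transcript lies within the gene, between the shares set for and against. The other such pairs had a lower sense count in at least 1 library. This argues against such counting in those pairs only if every read over the gene was counted, which was not checked. The strain background stays open, since leaving out the mating-type and marker genes (r = 0.874) took away only 3 of 1075 pairs. Leaving them out could not take away pairs that changed because of them. How much of the correlation shared reads may account for stays open too: with what remained of the antisense counts shuffled among pairs the median r was 0.770 (95% of shuffles 0.708 to 0.824, below the 0.858 observed), and a common regulation of both strands cannot be told apart from it at an r of 0.336 after subtraction. Of the 10 splits of the 6 libraries into 3 and 3, which are too few for a share under 0.05, only the real 1 gave an r (0.878), since no other split had a pair past the threshold.

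*PHO84* sense counts in wild-type replicate 3 were among the lowest of that library relative to replicates 1 and 2 (log2 ratio -3.63). RNA of *dbp2Δ* cells in that library is argued against by *MET17*, which stays under 0.0998% of its *dbp2Δ* level there, and a lower depth by a total of 118% of the smaller of the other wild-type totals. A weaker phosphate response of that whole culture may be involved but stays open, since the rest of the PHO regulon lay at a median log2 ratio of -0.23, between the values set for and against it. A biological cause cannot be tested with 1 library of this kind. Without it, *PHO84* antisense passed the test (-1.38, adjusted p = 0.00028 from edgeR).

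Mating-type-specific genes and *MET17* differed in 12 of 12 cases as the genotypes of Table S2 would have it, with fitted log2 fold changes of -5.79 for *STE2*, 10.64 for *MF(ALPHA)1* and 14.19 for *MET17*, the last against 0 wild-type counts and so no bound (at least 2789-fold higher with 3 counts over the 3 libraries as the floor). *LYS2* (fitted 13.17; ratio 11338, exact 95% interval of counting error 3138 to 93629) and *TRP1* (94.1 ± 31.4 against 964 ± 27.7 normalized counts, SD, n = 3) were also low in wild-type, although Table S2 lists no *lys2* or *trp1* allele for it. Loss of *DBP2* and the rest of the background may each account for any other change, and these 6 libraries cannot separate them.

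*HSP82* fell by 4.13 and *SCR1* fell by 1.91 on the log2 scale, both outside the paper's analysis, as were the 1782 changed genes with no antisense transcript listed and the 225 changed antisense to sense ratios. The ratios are of counts that may share reads of the gene. *PHO84* antisense counts less sense counts rose by 1.06 on the log2 scale. The real grouping gave 2497 changed genes, 658 changed antisense transcripts and 225 changed ratios, the highest of the other 9 splits gave 0 of each by edgeR (188, 44 and 60 at an unadjusted p under 0.05), and 1 of 10 splits is too large a share to fall under 0.05.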

How the results depend on the processing

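Thinning to equal depth, subtraction of sense counts and the pairs whose gene lies wholly within the transcript were chosen only after the results were seen. The sign of the sense/antisense correlation, the share of pairs changed in the same direction (over 50%) and the sign and call of *PHO84* sense were kept in every alternative run. Without 1 library, counts of changed genes, antisense transcripts and ratios ran from 1430 to 3082, from 400 to 754 and from 107 to 242, each highest without wild-type replicate 3 and lowest without a *dbp2Δ* library. Other thresholds gave 3946 genes (adjusted p under 0.25) and 788 (absolute log2 fold change of at least 1). The replicate numbers do not pair the samples (correlations of deviations of same-numbered libraries -0.08, -0.14 and 0.00066), no library being closest to its own number throughout; the replicate block gave 1997 changed genes and 528 antisense transcripts, ended 13 of the calls on single genes, pairs and lists and added 1, while *PHO84* was -3.53 sense and -0.74 antisense. *PHO84* antisense ran from -1.38 (adjusted p = 0.00028 from edgeR, without wild-type replicate 3) to -0.55 without 1 library, and was 1.06 after subtraction of sense counts. Camera called 8 lists, 7 to 10 without 1 library, and 3 with an estimated correlation. Correlations between replicates of one strain rose with a mean count of at least 200 to 0.928, 0.926 and 0.933 in wild-type and 0.780, 0.758 and 0.774 in *dbp2Δ*.

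Signs turned only for values that had not passed the test. Without 1 library, *HDA1* ran from -0.0333 to 0.21, *HIR2* from -0.0101 to 0.24, *RRP6* from -0.0453 to 0.0636 and *SNL1* from -0.17 to 0.16 (sense), *APE1* from -0.0534 to 0.54, *CSS1* from -0.17 to 0.0939 and YNL018C from -0.13 to 0.0638 (antisense), the *MDH2* ratio from -0.13 to 0.11, and the adjusted p of the nuclear RNA decay list from 0.522 to 0.944 and of the screen hits from 0.663 to 0.946. With library size only and with upper quartile scaling, *CSS1* antisense was 0.064 and 0.0477, and YNL018C antisense 0.049 and 0.0263. The causes were not tested. Thinning gave 2397 genes, so that the unequal depth of the strains did not set the count. Leaving out 1 *dbp2Δ* library ended 29 to 31 calls among 161 results on single genes, pairs and lists, and leaving out 1 wild-type library 3 to 22.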

Differences from the paper's values

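Only the subtraction of sense counts was chosen after the result was seen. The paper's correlation between sense and antisense changes is 0.92, against 0.878 (bootstrap standard error 0.015) over the 1075 pairs whose gene passed an adjusted p under 0.25. Among the alternatives planned beforehand, the pairs past 0.25 on both strands, the rule of Table S11B, gave 0.915 (standard error 0.012), within its error of the paper's value. The others did not come within their error: 0.902 with the gene past 0.05, 0.888 with 1 pair per antisense transcript, 0.883 for Spearman's rho, 0.852 to 0.884 with a library left out, 0.851 without the filter on low counts, 0.850 over all pairs, 0.864 without the 20 largest sense changes, 0.557 for the least overlapping pairs, and 0.874 to 0.879 for DESeq2, the exact test, the other scalings, the replicate block, adjustment over the paired genes alone and the pairs without mating-type and marker genes. Classes of pairs also reached it, namely transcripts over 90% within the gene (0.927) and CUTs (0.924). The log2 fold changes of *PHO84* read from the paper's figure, about -4 for sense and -0.95 for antisense, are within the error of -4.09 and -0.96 here, and not of -4.62 and -1.38 without wild-type replicate 3. The paper states that *PHO84* follows the positive correlation; its antisense log2 fold change was -0.96, with the sign of its sense change, but did not pass the test (adjusted p = 0.12 from edgeR), and it was 1.06 once sense counts were taken away, a step chosen after seeing the values.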

Other observations

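The genes of wild-type replicate 3 and the transcript upstream of *PHO84* were chosen only after their values were seen, the lists before. Several lists not described beside the paper's conclusions moved little or in parts. Of 20 genes of respiration and the TCA cycle, 7 fell, such as *ACO1*, aconitase (-1.59), and *IDH1* (-1.36), 3 rose, such as *CYC1*, cytochrome c (1.34), and 10 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 0.18, 0.75 with an estimated correlation). Only 3 of them fell without *dbp2Δ* replicate 1 or 2, and only 1 rose without *dbp2Δ* replicate 3. Of 7 *GAL* genes, 3 rose, led by *GAL3* (1.505), and *GAL80*, the repressor, fell by 0.44 on the log2 scale (camera adjusted p = 0.23, 0.67 with an estimated correlation). Only 1 rose without *dbp2Δ* replicate 2 or 3 or wild-type replicate 2, and the call of *GAL4* (0.64) was lost without each of these and without *dbp2Δ* replicate 1 (adjusted p = 0.052 to 0.076 from edgeR). Of 7 hexose transporters, 2 rose, led by *HXT5* (3.06, and 3.88 without wild-type replicate 3), and 1 fell (camera adjusted p = 0.47). Only 1 rose without *dbp2Δ* replicate 1 or 3, and the 1 that fell, *HXT6* (-2.28, and -1.13 without wild-type replicate 3), was lost with upper quartile scaling (adjusted p = 0.053 from edgeR) and in 5 of the 6 fits with a library left out (adjusted p = 0.060 to 0.13 from edgeR). Of 24 genes of ribosome biogenesis 4 rose (7 with upper quartile scaling, 0 without *dbp2Δ* replicate 1 or 2, 1 without *dbp2Δ* replicate 3 or wild-type replicate 2), none when adjusted over the list alone (camera adjusted p = 0.11), and of 17 of nuclear RNA decay and termination 1 did, *RAI1*, whose call was lost with DESeq2 and in 5 of the 6 fits with a library left out, again none over the list alone (camera adjusted p = 0.88). Without wild-type replicate 3, 2 and 3 members of these lists were lower. Of 12 factors discussed in the paper, *PHO4* and *THO1* fell and 10 did not pass (camera adjusted p = 0.43). Without wild-type replicate 3, 6 passed as lower, *SPT6* (-0.40, adjusted p = 0.0099), *GLC7* (-0.33, adjusted p = 0.023), *CCL1* (-0.33, adjusted p = 0.029, all from edgeR) and *XRN1* with them. Of 27 screen hits, 4 rose, led by *CUP9* (1.47), and 2 fell (3 and 2 when adjusted over the list alone; camera adjusted p = 0.89). Without wild-type replicate 3, 8 screen hits were lower, while only 1 rose without *dbp2Δ* replicate 1, 2 or 3, and only 1 fell without *dbp2Δ* replicate 2 or 3. Of the 6 strain marker genes tested, 4 rose and 2 fell, the deleted gene *DBP2* itself (-13.24) among the latter, but only 1 fell without *dbp2Δ* replicate 1, 2 or 3 (camera adjusted p = 8.9e-08, 0.034 with an estimated correlation).

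Of the genes that set wild-type replicate 3 apart from replicates 1 and 2, 4 are given here. *ARO10*, of aromatic amino acid breakdown, had 2785 normalized counts in it against 36.5 and 71.5, and *ARG3*, of arginine synthesis, 8500 against 265 and 282. *MET3*, of sulfate assimilation, had 503 against 2827 and 2657, and *MMP1*, a permease for S-methylmethionine, 420 against 6109 and 5164. A transcript upstream of *PHO84* on the plus strand (25828 to 26686 of chromosome XIII), which does not overlap the *PHO84* coding sequence, had 151 ± 27.3 normalized counts in wild-type and 237 ± 24.9 in *dbp2Δ* (SD, n = 3; exact permutation test, two-sided p = 0.1). The reading frame opposite it, YML122C, had 11 to 16 counts per library.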
